# Digital gene expression analysis of gene expression differences within *Brassica* diploids and allopolyploids

**DOI:** 10.1186/s12870-015-0417-5

**Published:** 2015-01-27

**Authors:** Jinjin Jiang, Yue Wang, Bao Zhu, Tingting Fang, Yujie Fang, Youping Wang

**Keywords:** *Brassica* spp, Polyploidization, Sequencing, Digital gene expression (DGE)

## Abstract

**Background:**

*Brassica* includes many successfully cultivated crop species of polyploid origin, either by ancestral genome triplication or by hybridization between two diploid progenitors, displaying complex repetitive sequences and transposons. The U’s triangle, which consists of three diploids and three amphidiploids, is optimal for the analysis of complicated genomes after polyploidization. Next-generation sequencing enables the transcriptome profiling of polyploids on a global scale.

**Results:**

We examined the gene expression patterns of three diploids (*Brassica rapa*, *B. nigra*, and *B. oleracea*) and three amphidiploids (*B. napus*, *B. juncea*, and *B. carinata*) via digital gene expression analysis. In total, the libraries generated between 5.7 and 6.1 million raw reads, and the clean tags of each library were mapped to 18547–21995 genes of *B. rapa* genome. The unambiguous tag-mapped genes in the libraries were compared. Moreover, the majority of differentially expressed genes (DEGs) were explored among diploids as well as between diploids and amphidiploids. Gene ontological analysis was performed to functionally categorize these DEGs into different classes. The Kyoto Encyclopedia of Genes and Genomes analysis was performed to assign these DEGs into approximately 120 pathways, among which the metabolic pathway, biosynthesis of secondary metabolites, and peroxisomal pathway were enriched. The non-additive genes in *Brassica* amphidiploids were analyzed, and the results indicated that orthologous genes in polyploids are frequently expressed in a non-additive pattern. Methyltransferase genes showed differential expression pattern in *Brassica* species.

**Conclusion:**

Our results provided an understanding of the transcriptome complexity of natural *Brassica* species. The gene expression changes in diploids and allopolyploids may help elucidate the morphological and physiological differences among *Brassica* species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0417-5) contains supplementary material, which is available to authorized users.

## Background

Polyploidy is an important factor in the evolution of many plants and has attracted considerable scientific attention for a long period of time. Many important economical crops are of polyploid origin, including wheat, cotton, and rapeseed [1]. *Cruciferae* includes the model species *Arabidopsis thaliana* and the economically important *Brassica* crops. These important crops include three diploid *Brassica* species, namely, *B. rapa* (AA, 2*n* = 20; Chinese cabbage, turnip, turnip rape), *B. nigra* (BB, 2*n* = 16; black mustard), and *B. oleracea* (CC, 2*n* = 18; cauliflower, broccoli, kale), and three allopolyploids spontaneously derived from pairwise hybridization of the diploids, which are *B. napus* (AACC, 2*n* = 38; oilseed rape, swede), *B. juncea* (AABB, 2*n* = 36; abyssinian or Ethiopian mustard), and *B. carinata* (BBCC, 2*n* = 34; Indian or brown mustard) [2]. Lysak et al. (2005) confirmed the chromosome triplication history of *Brassica* that corresponds to that of *Arabidopsis* [3]. Cheung et al. (2009) found that the divergence of *Arabidopsis* and *Brassica* lineage was approximately 17 Mya [4], and the replicated *Brassica* subgenomes (probably the divergence of A/C from B genome) was diverged by 14.3 Mya [4]. In addition, the A and C genomes were estimated with 3.7 Mya divergence. Woodhouse et al. (2014) stated that the *B. rapa* lineage underwent a whole-genome triplication of 5–9 Mya [5]. For the allopolyploids, *B. napus* probably arose from the natural hybridization of A and C genomes around 10,000 years ago. However, when the hybridization between A and B genomes and between B and C genomes happened is still unclear. The precise ancestors of *B. napus*, *B. juncea*, and *B. carinata* are not yet identified [6]. The duplication of gene segments reported on *Brassica* is explained as frequent loss, remote genome duplication, or unbalanced homologous recombination [7]. During the divergence of *Brassica* species, the sub-functionalization and/or neo-functionalization of these paralogs coupled with novel gene interactions contribute significantly to genome evolution [8]. Moreover, genetic mapping and sequencing analysis substantiate the triplication hypothesis of diploid *Brassica* genomes [9-12]. The comparative mapping of *Brassica* by using genetic markers has successfully revealed homologous rearrangements, translocations, and fusions that are crucial to the diversification of the A, B, and C genomes from *A. thaliana* [13-15].

Many linkage maps and karyotype analysis have identified extensive collinearity and genomic polymorphisms among *Brassica* genomes. Given the complexity of the gene copy number and syntenic conservation caused by polyploidization, *Brassica* genomes are difficult to study [16,17]. Identifying the genes related to specific traits based on the linkage maps is also challenging because of the complexity of the homologs and paralogs in polyploidy genomes [15,18]. Profiling arrays of *A. thaliana* are useful in the transcriptome analysis of *Brassica* [6]. However, *A. thaliana*-based microarrays lack the resolution of *Brassica* specific genes and paralogous genes. Furthermore, *Brassica* microarrays were developed to confirm *Brassica*-specific expressed genes [19]. Identifying different homologous copies of *Brassica* sequences is challenging for microarray expression analysis [20]. Next-generation sequencing is an optimal method for genomic and transcriptomic studies and provides opportunities for polyploidy studies and enables the extensive genome profiling of crops with complex genomes, such as soybean, potato, tomato, cotton, maize, and common bean [21-26]. This technology also promotes sequencing analysis in *Brassica*; the genome sequence of *B. rapa* has already been released and annotated [12]. The genome sequencing of *B. oleracea*, *B. nigra*, and *B. napus* is still in progress. However, the genome sequences of *B. oleracea* are available in the Basic Local Alignment Search Tool in *Brassica* database (www.brassica.info). The transcriptome profiling of *B. napus* has been analyzed via RNA sequencing [27-29]. This information is valuable for the investigation of *Brassica* genome evolution. Many technologies have been applied to quantify transcript abundance, including microarray, serial analysis of gene expression, digital gene expression (DGE), and RNA-seq. DGE and RNA-seq have been widely used to identify the molecular information of plant transcriptome and gene expression variation between comparable samples. DGE, as a well-known technique suitable to directly quantify transcript abundance counts, is optimized over RNA-seq because of its cost efficiency. RNA-seq is a flexible approach that can detect full-transcript sequence, alternative splicing, exon boundaries, and transcript abundance. However, each transcript in RNA-seq can be mapped multiple times, and the sequencing depth of RNA-seq is correlated with but is not equal to transcript abundance. Each read in DGE is expected with a sole hit on an RNA molecule. Therefore, DGE is better to represent rare transcripts or exclude transcripts with less interest than RNA-seq [30].

Many studies have analyzed the genomic and phenotypic changes in synthesized *Brassica*, particularly *B. napus* and hexaploid *Brassica* [31-33]. However, limited information is available for the natural species of *Brassica*. In the present research, we performed DGE analysis on three diploid *Brassica* species (*B. rapa*, *B. nigra*, and *B. oleracea*) and three allopolyploids (*B. napus*, *B. juncea*, and *B. carinata*) to determine the transcriptome changes after natural polyploidization. The expression profile of the genes in the six *Brassica* species was reported, and the multiple gene expression differences were observed. Differentially expressed genes (DEGs) are involved in a wide range of stress resistance and development processes. This study is the first transcriptomic research that identifies DEGs and the pathways involved in the natural polyploidization of the six *Brassica* species.

## Results

### DGE profile

This research investigates the transcriptome profiling of diploids and spontaneous allopolyploids in *Brassica* by performing DGE analysis on the seeding stage of the six *Brassica* species, namely, *B. rapa* (Br), *B. nigra* (Bg), *B. oleracea* (Bo), *B. napus* (Bn), *B. juncea* (Bj), and *B. carinata* (Bc). 

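The libraries hold leaf RNA from 6 species of the U's triangle. Br carries the A genome (2n = 20), Bg the B genome (2n = 16) and Bo the C genome (2n = 18). Bn combines the A and C genomes (2n = 38), Bj the A and B genomes (2n = 36), and Bc the B and C genomes (2n = 34). The first true leaves of 3 plants, 28 days old, were pooled for each species and gave 1 library. No comparison therefore has replicates, and each test compares libraries, not species. The sample labels and the paper name the same cultivars for Br, Bo and Bn. For Bg, Bj and Bc, the paper names the cultivars Marathi, Luzhousileng and Dodolla. The labels give Koch, Czern and Braun there, which need not be cultivar names, so they do not show that other plants were used. In DGE, *Nla*III cuts the cDNA at CATG sites and *Mme*I then releases a tag of 21 bases that begins with CATG. The authors removed empty tags, adaptors, tags with an unknown base and tags seen only once. The deposited files list each distinct tag with its copies and with TPM, the copies scaled to 1000000 clean tags of that library. Their totals are 6018254 copies in Br, 5772449 in Bg, 5930726 in Bo, 5823113 in Bn, 5858527 in Bj and 5657697 in Bc, which are the clean tag totals of Table 1 and are used for every value here. The numbers of clean tags in the paper's text, from 5795234 to 6178564, are those that Table 1 gives as raw tags. The smallest copy number listed is 2, so a tag not listed in a library had at most 1 copy there and is called absent. No reference sequence was used, so each feature is a distinct tag, no tag was assigned to a gene, and a count of tags is another measure than the paper's counts of genes. A base difference between species inside a tag gives a different tag. Tags were compared between 2 libraries by the test of Audic and Claverie on their copies and called at an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1, with 0.01 TPM in place of 0. In each direction of a comparison, the first 2 called tags by TPM in the higher library are named. A fold against an absent tag is a lower bound, taken against 3 copies in that library. Where the other library has only a few copies, the fold shrinks by construction when 1 TPM is added to both values. At these totals the 95% exact binomial interval of a share of a library's total reaches at most 0.0412 percentage points to either side, and that of a share of 5000 or more tags at most 1.4 points. These intervals treat each copy or each distinct tag as an independent draw. They cover neither variation between plants nor the effect of sequencing depth.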

DGE libraries from the leaves of four-week-old plants were generated and sequenced by an Illumina technology. The sequence data are available from the GEO repository with an accession number of GSE43246. The statistics of the DGE tags are shown in Table 1. Approximately six million raw tags were generated for each library. Clean tags were obtained after removing the low-quality sequences and adaptor sequences from the raw data. 6178564, 5881618, 6059222, 5964594, 6076830, and 5795234 clean tags were obtained in Br, Bg, Bo, Bn, Bj, and Bc, respectively. Unambiguous tags (tags that were uniquely matched to one gene of reference genome with no more than one mismatch) were counted and normalized to TPM to evaluate the gene expression level. To evaluate the normality of the DGE data, the distribution of the total tags and distinct clean tags (tags with specific nucleotide sequence) over different tag copy numbers was analyzed. The distribution of the tag expression was similar for each library. Moreover, the distribution of clean tags in the six libraries showed that most of the tags are from highly expressed genes (Figure 1, Additional files 1 and 2). 

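A few tags took a large part of each library. CATGTAATTTCTATAAAAAAA was the most abundant tag in all 6 libraries, with 5.91% of the total tags in Br, 4.57% in Bo, 4.25% in Bj, 3.19% in Bc, 3.00% in Bn and 2.29% in Bg. The 10 most abundant tags together held 15.0% of the total in Br, 11.1% in Bo, 10.1% in Bg, 9.38% in Bj, 9.03% in Bc and 8.71% in Bn. They came to 28 sequences over the 6 libraries. Only CATGTAATTTCTATAAAAAAA and CATGTAATCTCTATATTGCTT were among the 10 in all 6 libraries, and 12 sequences were among the 10 in 1 library. CATGGATTTGTGTACCGTGAG was the second most abundant tag in Bg, with 1.52% of its total, and in Bc, with 0.808%. It was also among the 10 in Bj (0.472%), so that it reached the 10 in the 3 libraries with a B genome and in none of the others.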

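Tags with more than 100 copies were a small part of the distinct tags and most of the total in every library. They made up 7.21% of the 106552 distinct tags in Bg (95% exact binomial interval 7.05 to 7.37%) and 6.69% of the 116771 in Bo (6.55 to 6.83%). The share was 5.84% of 128967 in Bn, 5.31% of 142281 in Bc and 4.91% of 133499 in Br. Bj had the most distinct tags, 181965, and the lowest share with more than 100 copies, 4.31% (4.22 to 4.41%). These tags held 78.9% of the total in Bg, 77.6% in Bo, 77.0% in Br, 75.5% in Bn, 72.1% in Bc and 67.9% in Bj.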

The percentage of distinct tags with high counts dropped dramatically, and the distinct tags with more than 100 copies accounted for less than 8%. However, more than 67% of the total clean tags accounted for more than 100 copies in each library. By contrast, more than 43% of the distinct clean tags had copy numbers between two and five, which represented approximately 96% of the total number of clean tags. 

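Rare tags were the majority of the sequences and a small part of the copies. Tags with 2 to 5 copies made up 52.2% of the distinct tags in Bo (95% exact binomial interval 51.9 to 52.5%), 52.4% in Bg, 53.0% in Bn, 53.2% in Bc, 55.4% in Br and 56.0% in Bj (55.8 to 56.2%). They held 2.77% of the total tags in Bg, 2.96% in Bo, 3.37% in Bn, 3.51% in Br, 3.82% in Bc and 4.98% in Bj. Tags with more than 5 copies were 44.0% (Bj) to 47.8% (Bo) of the distinct tags and 95.0% (Bj) to 97.2% (Bg) of the total. A distinct tag had on average 54.2 copies in Bg and 32.2 copies in Bj.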

Generally, a small number of categories of mRNA showed high abundance, whereas the other majority had a quite low expression level. This finding indicates that only a small number of mRNAs are expressed at high abundance, and majority of them are expressed at very low levels [34].

**Table 1:** **Statistics of categorization and abundance of DGE tags**

**Summary**		***B. rapa***	***B. nigra***	***B. oleracea***	***B. napus***	***B. juncea***	***B. carinata***
Raw Tag	Total	6178564	5881618	6059222	5964594	6076830	5795234
Raw Tag	Distinct Tag	293575	214427	243895	269285	400134	278768
Clean Tag	Total number	6018254	5772449	5930726	5823113	5858527	5657697
Clean Tag	Distinct Tag number	133499	106552	116771	128967	181965	142281
Tag Mapping to Gene	Total number	1964909	1990442	1747843	2253347	1857572	1915305
Tag Mapping to Gene	Distinct Tag number	44267	30413	36220	45358	56289	40425
Unambiguous Tag Mapping to Gene	Total number	1679848	1635594	1475050	1924944	1531974	1594991
Unambiguous Tag Mapping to Gene	Total% of clean tag	27.91%	28.33%	24.87%	33.06%	26.15%	28.19%
Unambiguous Tag Mapping to Gene	Distinct Tag number	39414	26114	31933	40561	49892	35285
Unambiguous Tag Mapping to Gene	Distinct Tag% of clean tag	29.52%	24.51%	27.35%	31.45%	27.42%	24.80%
Tag-mapped Genes	number	19023	16687	18547	19955	21995	19436
Tag-mapped Genes	% of ref genes	46.20%	40.53%	45.05%	48.47%	53.42%	47.20%
Unambiguous Tag-mapped Genes	number	16574	13867	15970	17448	19424	16645
Unambiguous Tag-mapped Genes	% of ref genes	40.25%	33.68%	38.79%	42.38%	47.18%	40.43%
Mapping to Genome	Total number	2437918	1147106	2105332	2164464	2047451	1462061
Mapping to Genome	Total% of clean tag	40.51%	19.87%	35.50%	37.17%	34.95%	25.84%
Mapping to Genome	Distinct Tag number	44076	15159	30703	40689	50304	29547
Mapping to Genome	Distinct Tag% of clean tag	33.02%	14.23%	26.29%	31.55%	27.64%	20.77%
Unknown Tag	Total number	1615427	2634901	2077551	1405302	1953504	2280331
Unknown Tag	Total% of clean tag	26.84%	45.65%	35.03%	24.13%	33.34%	40.30%
Unknown Tag	Distinct Tag number	45156	60980	49848	42920	75372	72309
Unknown Tag	Distinct Tag% of clean tag	33.82%	57.23%	42.69%	33.28%	41.42%	50.82%

Clean tags are tags after filtering low-quality tags from raw data. Distinct tags are different tags and unambiguous tags are the remaining clean tags after removing tags mapped to more than one locus of reference genome.

**Figure 1:**
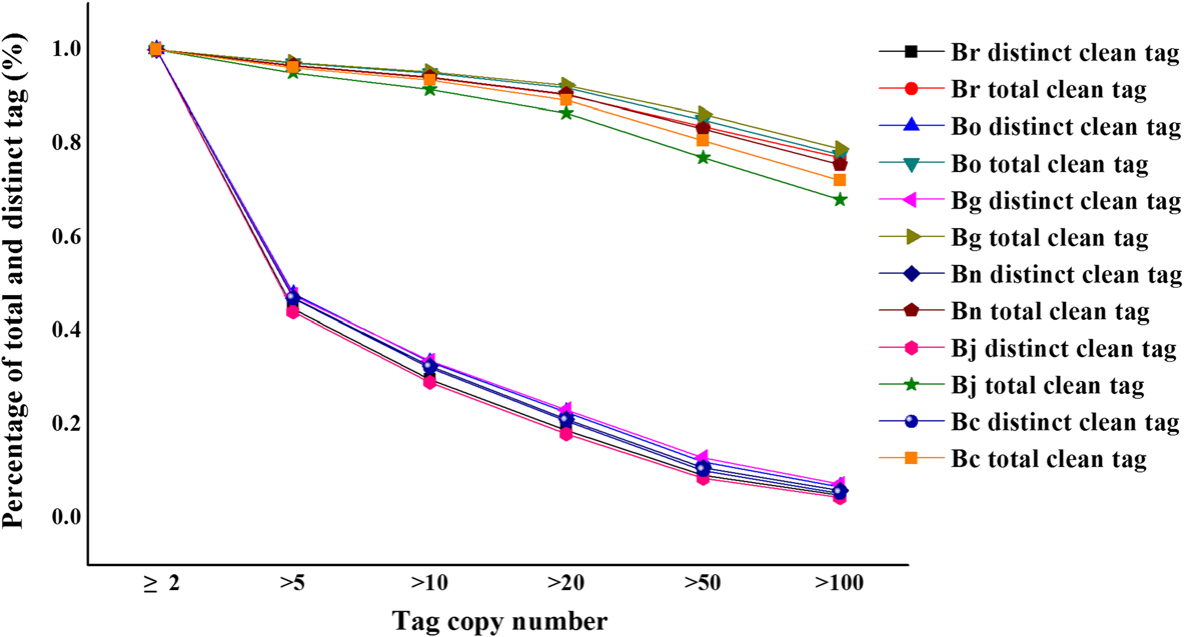
**Distribution of total tag and distinct tag counts over different tag abundance categories from the six libraries.**

The clean tags were then mapped onto the *B. rapa* genome with a maximum of one base-pair mismatch [12]. Table 1 shows that the 1964909, 1990442, 1747843, 2253347, 1857572, and 1915305 tags in Br, Bg, Bo, Bn, Bj, and Bc were mapped to *B. rapa* genome, respectively. Statistical analysis of clean tag alignment was conducted, including the analysis of total clean tags and distinct clean tags (Additional files 2 and 3). More than 54% of the total clean tags and 42% of the distinct clean tags in each library were mapped onto the *B. rapa* genome. However, the tags mapped in the DGE library of Bg and Bc were lower than those in the other four libraries, which might be due to the divergence of the B genome to the A/C genome. Moreover, the tag mapping onto the *B. rapa* genome generated 19023 tag-mapped genes for Br, 16687 for Bg, 18547 for Bo, 19955 for Bn, 21995 for Bj, and 19436 for Bc. 

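Tags of the B genome were the least represented in the Br library. Of the total tags of Bn, 94.2% had a sequence that Br also had, against 85.1% of Bo, 68.8% of Bj, 63.6% of Bc and 41.6% of Bg. When 1 changed base was allowed, the shares were 96.2% for Bn, 90.4% for Bo, 78.7% for Bj, 75.9% for Bc and 59.7% for Bg. Of the distinct tags, 64.2% of Bn, 48.7% of Bo, 41.2% of Bj, 34.9% of Bc and 15.8% of Bg were found in Br. Here the Br library stands in for a reference, so a tag counts as found only if the Br leaves gave at least 2 copies of it. The match to genes and to the genome was not analysed here.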

In total, approximately 61% of the genes in the *B. rapa* genome (25298 genes) could be mapped with unique tags (Additional file 4). Furthermore, we mapped all the clean tags of each DGE library to the genome of *A. thaliana*, and the summary and details of the mapping result are listed in Additional file 5. Only approximately 47% of *A. thaliana* genes (19557 genes) were successfully mapped, and the percent of unambiguous tag-mapped genes in *A. thaliana* is much lower than in *B. rapa*. The number of DGE tags in each library that well matched with *Arabidopsis* genome is also lower than that mapped to *B. rapa*. The difference in mapping rate is in accordance with the prediction that the A, B, and C genomes of *Brassica* diverged after the divergence of *Arabidopsis* and *Brassica* lineages [6]. Thus, we chose the mapping information that used *B. rapa* as reference for further analysis. Saturation analysis was performed to check if the number of detected genes increased with sequencing amount. The result showed that the number of detected genes stopped increasing when the number of reads reached 2 million (Additional file 6). 

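Abundant tags were all seen early, while new rare tags kept appearing. When 2000000 tags were drawn at random from each library, 98.3% (Br) to 98.8% (Bg) of the tags with at least 10 copies in the full library were found again with at least 2 copies, and every tag with at least 50 copies was found. Of all distinct tags, 53.7% in Br, 54.2% in Bj, 56.8% in Bo, 56.9% in Bn, 57.3% in Bg and 57.3% in Bc were found at that depth. At 5000000, the shares were 90.2% in Br, 91.5% in Bo and Bj, 92.2% in Bn, 92.7% in Bg and 93.5% in Bc. The draws come from the listed tags, so each curve ends at 100% by construction. A fixed draw is a larger part of Bc, with 5657697 tags, than of Br, with 6018254. The order of the libraries thus need not show how complete each one is. The number of detected genes was not analysed here.

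**Figure D1:**
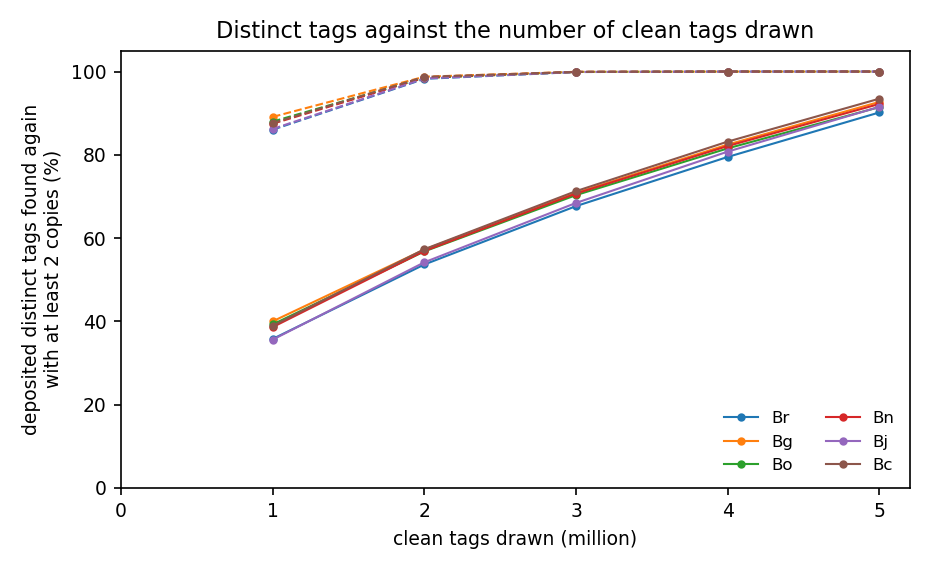
Share of the deposited distinct tags found again with at least 2 copies (y axis, %) against the number of clean tags drawn at random (x axis, in units of 1000000), 1 line per library. Solid lines count all distinct tags and reach 90.2 to 93.5% at 5000000; dashed lines count tags with at least 10 copies in the full library and lie at 98.3 to 98.8% at 2000000.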

The distribution of the ratio of distinct tag copy numbers in each pair of libraries was analyzed. 

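Among tags found in both libraries of a pair, Br and Bn had the most similar levels and pairs of Bg with another diploid the least similar. The ratio of TPM lay within 5-fold in either direction for 93.9% of 82761 tags between Br and Bn (95% exact binomial interval 93.7 to 94.1%). It did so for 88.7% of 58712 tags between Bo and Bn, 88.5% of 74956 between Br and Bj, 87.1% of 54487 between Bo and Bc, 86.5% of 44136 between Bg and Bc, 86.4% of 56856 between Br and Bo, and 84.6% of 46794 between Bg and Bj. Bg and Bo had 77.9% of 15385 tags within 5-fold (77.2 to 78.5%) and Bg and Br 76.2% of 16812 (75.5 to 76.8%).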

More than 90% of the distinct tags had ratios up to five folds (Additional file 7).

### DEGs in *Brassica* diploids

The DEGs in *Brassica* diploids (Br, Bg, and Bo) were compared (Br vs. Bo, Bg vs. Br, Bg vs. Bo, where A was the control group and B was the experimental group in “A vs. B”) to analyze the gene expression variations (Figure 2 and Additional file 8). A comparison of Br and Bo showed that 1352 and 1282 DEGs were significantly up-regulated and down-regulated, respectively. By contrast, 2278 DEGs were down-regulated and 2391 DEGs were up-regulated in Br compared with Bg.

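Leaves of Bo and Br differed in many tags in both directions. In Bo, 16996 tags were higher and 16984 lower than in Br. Of the higher tags, 8224 were absent from Br, and of the lower ones, 13725 were absent from Bo. The 8772 higher tags found in both libraries had a median fold of 4.70, and the 3259 lower ones a median fold of 5.76. Higher in Bo were CATGTGCAAACATAATATTGT, at 8685 TPM against 3817 in Br (2.28-fold), and CATGATGCTTAATGTATACTA, at 4735 TPM against 1812 (2.61-fold). Higher in Br were CATGTAATCTCTATATTGCAT, at 17009 TPM against 5581 in Bo (3.05-fold), and CATGTAATTTCTATATTGTTT, at 11649 TPM in Br and absent from Bo (at least 23029-fold). The nearly even split turns with a minimum of 10 copies (19284 higher, 19590 lower), with log2 of TPM + 1 (16819 and 16931) and with TMM scaling, which shifts the log2 ratios of Bo over Br by −0.49, gives 12084 higher and 22648 lower tags, and ends the calls of both tags named as higher in Bo, of which merging tags 1 base apart also ends CATGATGCTTAATGTATACTA, while it leaves CATGTAATTTCTATATTGTTT a log2 ratio of −13.15. The edgeR exact test with an assumed biological coefficient of variation of 0.2 gives 21195 calls, 9768 higher and 11427 lower, and ends those of CATGTGCAAACATAATATTGT, CATGATGCTTAATGTATACTA and CATGTAATCTCTATATTGCAT.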

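Br and Bg shared few tags, and most calls were tags that the other library lacked. In Br, 30172 tags were higher and 30984 lower than in Bg. Of these, 28324 of the higher tags were absent from Bg and 27412 of the lower ones were absent from Br. Among tags found in both libraries, 1848 were higher in Br, with a median fold of 7.91, and 3572 were lower, with a median fold of 6.77. CATGTAATTTCTATAAAAAAA was 2.58-fold higher in Br, at 59091 TPM against 22924, and CATGTAATCTCTATATTGCTT 2.95-fold higher, at 17354 TPM against 5881. CATGGATTTGTGTACCGTGAG was 19.6-fold higher in Bg, at 15245 TPM against 778. CATGGGCCTTCGCCACCAACT was 3.03-fold higher in Bg, at 12201 TPM against 4031. The split turns with TMM (36552 higher, 26524 lower), which shifts the log2 ratios of Br over Bg by 0.41, and with a minimum of 10 copies (33882 and 32762). It also turns with the assumed variation of 0.2 (25461 and 24056), where CATGTAATTTCTATAAAAAAA is no longer called.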

**Figure 2:**
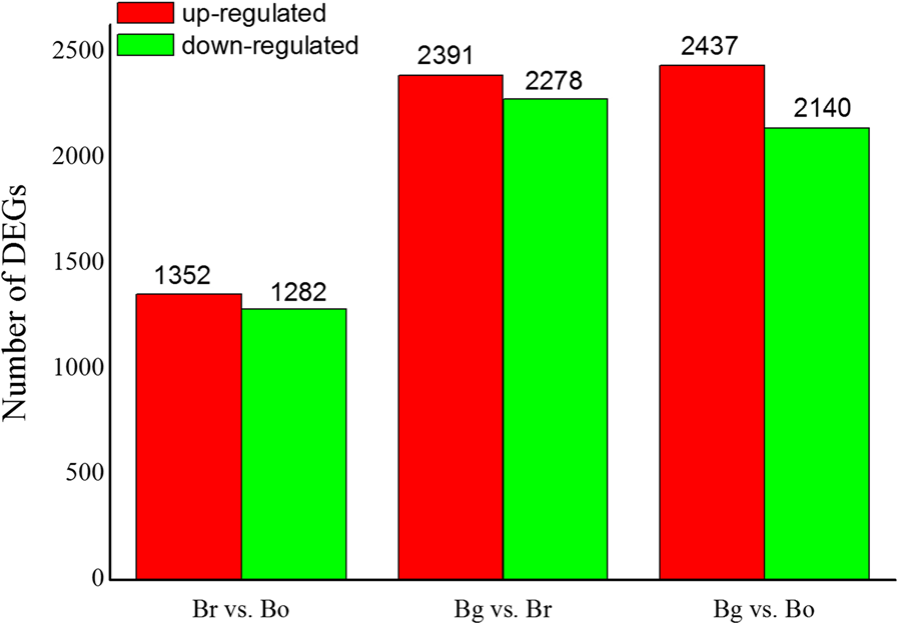
**Number of differentially expressed genes in each comparison of** ***Brassica*** **diploids.** The numbers of up-regulated (in red) and down-regulated genes (in green) are presented. Br, Bg and Bo are abbreviations of *B. rapa*, *B. nigra* and *B. oleracea*, respectively.

Moreover, 2140 DEGs were down-regulated and 2437 DEGs were up-regulated in Bo compared with Bg. 

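At the thresholds used here, the comparison of Bo with Bg gave the most calls of the 3 pairs of diploids. The paper counts more genes for Bg and Br than for Bg and Bo. In Bo, 32019 tags were higher than in Bg, 30119 of them absent from Bg, and 30952 were lower, 28219 of them absent from Bo. Of tags found in both, 1900 were higher in Bo and 2733 lower, with median folds of 7.62 and 6.78. CATGTTCATAAAATCAGACAT reached 10952 TPM in Bo and 2.25 TPM, or 13 copies, in Bg (4863-fold). CATGTAATCTCTATATTGCTT was 2.06-fold higher in Bo, at 12139.7 TPM. Higher in Bg were again CATGGATTTGTGTACCGTGAG, 16.2-fold over its 943 TPM in Bo, and CATGGGCCTTCGCCACCAACT, 5.37-fold over 2273 TPM. For the tag with the 4863-fold difference, Bg had 8906 TPM of a sequence with 1 A base left out and 1 base added at the end. Whether both come from 1 transcript was not tested, so that fold need not show a change in expression. Under TMM the log2 ratios of Bo over Bg shift by 0.22, and with a tag not listed set at 1 copy the split turns to 27127 higher and 27186 lower. The call of CATGTAATCTCTATATTGCTT ends when a variation of 0.2 is assumed and when tags 1 base apart are merged, which also moves the log2 ratio of CATGGGCCTTCGCCACCAACT from −2.42 to −1.62.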

The number of DEGs in Bg compared with Br/Bo was more than Br vs. Bo, which indicates that the A and C genomes of *Brassica* were closer than the B genome. 

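By called and shared tags, Br and Bo were closer to each other than either was to Bg. Of the tags tested, 17.6% were called between Br and Bo, 27.4% between Bg and Br, and 30.3% between Bg and Bo. Among tags found in both libraries of a pair, the called shares were 21.2%, 32.2% and 30.1%. Tags found in both Br and Bo were 29.4% of the distinct tags of the pair, against 7.53% for Bg and Br and 7.40% for Bg and Bo. Of the total tags of Br, 75.3% were found in Bo and 46.0% in Bg. Where 1 changed base was allowed, these shares were 85.2% and 60.0%. Many absent tags had a near match. Among tags with at least 10 copies in 1 diploid that another lacked, a sequence 1 base away was present in that other diploid for 35.0% of 15963 Br tags absent from Bo and 32.4% of 10371 Bo tags absent from Br. The share was 22.1% of 34164 Br tags and 20.3% of 33614 Bo tags absent from Bg, and 23.5% of 28945 and 22.5% of 29745 Bg tags absent from Br and from Bo. The same tags with shuffled bases gave 0.377 to 0.559%. Some partners were sequences that the first diploid also had, which need not mark a difference between the species. Partners that it lacked were present for 11.7% of the Br tags absent from Bo and 18.9% of the Bo tags absent from Br. The shares were 15.1% and 16.6% of the Br and Bo tags absent from Bg. Of the Bg tags absent from Br and from Bo, they were 19.7% and 18.5%. The counts of called and absent tags hold tags with base differences beside tags of genes with different expression, and 1 library per species gives no estimate of variation between plants. From the larger number of differentially expressed genes in the comparisons with Bg, the paper concludes that the A and C genomes are closer to each other than to the B genome.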

Among the 20 most abundantly expressed genes that were up-regulated or down-regulated in the pair comparison of the three diploids (Additional file 8), Bra015187, Bra026992, Bra017452, Bra029372, Bra028406, Bra017112, Bra036352, Bra000377, and Bra016934 were up-regulated in Bg compared with Br/Bo. Moreover, Bra023103, Bra011285, Bra014371, Bra031070, Bra028805, and Bra006083 were down-regulated in Bg compared with Br/Bo. Most DEGs between Br and Bo differed from those between Br and Bg as well as between Bo and Bg. 

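Tags that set Br or Bo apart from both other diploids were found in the pairs of comparisons that share a library. Tags higher in Br than in both Bo and Bg numbered 14790, and 984 were lower in Br than in both. For Bo against Br and Bg, the numbers were 15840 and 1187. The 2 comparisons with Bg had 44234 calls in common, of which 29556 were higher in Bg, 14502 lower and 176 in opposite directions. Of the calls between Br and Bo, 20521 (60.4%) were also called between Bg and Br and 18437 (54.3%) between Bg and Bo, while 1355 (3.99%) were called in neither. The last number is 1946 (5.60%) with TMM scaling and 411 (1.94%) with an assumed variation of 0.2. A tag that differs between Br and Bo has to differ from Bg in at least 1 of them unless Bg lies between, so these shares are partly fixed by the comparisons and do not test whether the differences are distinct.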

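A small set of tags was common to the leaves of the 3 diploids and held much of their RNA. Of 279509 distinct tags, 11740 (4.2%, 95% exact binomial interval 4.13 to 4.28%) were found in Br, Bg and Bo. They carried 41.9% of the total tags in Br, 37.2% in Bg and 38.5% in Bo. Br and Bo shared a further 45116 tags that Bg lacked, Br and Bg shared 5072 that Bo lacked, and Bg and Bo 3645 that Br lacked. Tags found only in Bg were 86095, with 47.1% of its total. Those found only in Br were 71571, with 20.6% of its total, and those only in Bo 56270, with 13.9%. With tags 1 base apart merged, 8.38% were common to the 3 libraries.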

Figure 3A shows the distribution of the genes commonly expressed in Br, Bg, and Bo, and 8932 genes were co-expressed in the three diploid libraries apart from the DEGs. A second filter of expression differences (at least twofold or greater) was performed in the pairwise comparisons to reduce the total number of significant changes. This analysis revealed 6401 significantly expressed genes, such as Br vs. Bg = 4669, Br vs. Bo = 2634, and Bg vs. Bo = 4577 (Figure 3B). 

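Over the comparisons of Br with Bo, Bg with Br and Bg with Bo, 81248 distinct tags were called at least once at an absolute log2 ratio of 1 or more. Of all calls between Br and Bo, 64.6% were tags absent from 1 of the 2 libraries. This share was 91.1% between Bg and Br and 92.6% between Bg and Bo.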

The functional significance of the genes expressed in each library was examined, and the GO analysis results are shown in Figure 3C. The well-annotated gene sequences were assigned to 33 functional groups of the three main GO categories (cellular component, molecular function, and biological process). The results showed that DGEs were primarily involved in the cell and organelle, in the binding, catalytic, cellular, and metabolic process, as well as in response to stimulus. Two specific processes, the extracellular region part and the molecular transducer, were unique to Bo. However, Bo lacked a transporter, and Bg lacked anatomical structure formation.

**Figure 3:**
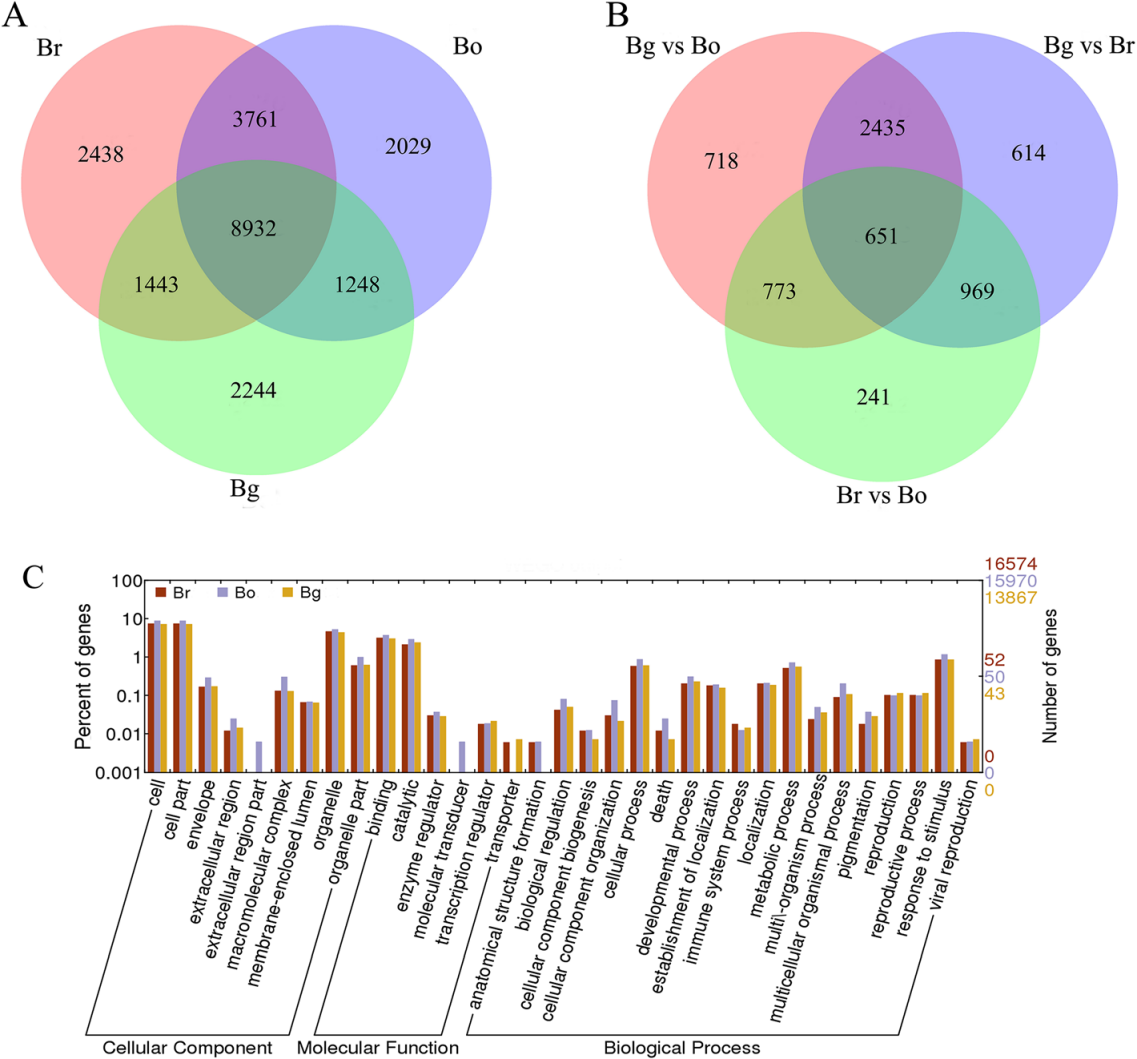
**Distribution of expressed mRNAs in** ***Brassica*** **diploids. A.** Venn diagram of genes expressed in Br, Bg and Bo. **B.** Venn diagram of unique expressed genes between pairwise of Br, Bg and Bo. **C.** GO classification of genes in Br, Bg and Bo.

### DEGs among allopolyploids and ancestral diploid progenitors

To identify the DEGs in allopolyploids and ancient diploid progenitors, the DGE profiles of Br vs. Bn, Bo vs. Bn, Br vs. Bj, Bg vs. Bj, Bg vs. Bc, and Bo vs. Bc were compared to analyze the gene expression variations after natural polyploidization (Figure 4 and Additional file 8). The results showed that 1230 DEGs were up-regulated and 324 DEGs were down-regulated in Bn compared with Br, whereas 1872 DEGs were up-regulated and 797 DEGs were down-regulated in Bn compared with Bo. 

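Bn leaves resembled Br more than Bo. Between Br and Bn, 13581 tags were called, 7820 higher in Bn and 5761 lower, and 38.3% of them were absent from 1 of the 2 libraries. CATGGTGCCGCCAAATATAGA was higher in Bn, at 2688 TPM against 1115 in Br (2.41-fold), as was CATGAACACAGCTGAGGATGC, at 2110.2 TPM against 605 (3.49-fold). Lower in Bn were CATGTAATCTCTATATTGCTT, at 8245 TPM (2.10-fold), and CATGTAATCTCTATATTGCAT, at 6102 TPM (2.79-fold). Of the tags higher in Bn than in Br, 4259 (54.5%) were found in Bo. Of the 2722 absent from Br, 34.1% were found in Bo and 7.38% in Bg, which is not a parent. TMM scaling shifts the log2 ratios by −0.16 and turns the split, to 6606 higher and 6781 lower. With an assumed variation of 0.2, 5677 tags are called, 3218 of them higher and 1471 of these found in Bo, and of the named tags only CATGAACACAGCTGAGGATGC stays called.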

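Against Bo, 17219 tags were higher in Bn and 15598 lower, 65.4% of them absent from 1 of the libraries. CATGTAATTTCTATATTGTTT, which Bo lacked, reached 7039.5 TPM in Bn (at least 13916-fold), and CATGTGGATGTGACTATGTTT 6606 TPM against 3059 in Bo (2.16-fold). CATGTTCATAAAATCAGACAT was lower in Bn, at 4602 TPM (2.38-fold), as was CATGTGCAAACATAATATTGT, at 2594 TPM (3.35-fold). Tags higher in Bn than in Bo were largely those of Br. Of them, 15143 (87.9%) were found in Br, and of the 13502 that Bo lacked, 85.7% were found in Br and 8.55% in Bg. TMM scaling, with a shift of 0.32 and a split of 20262 higher and 12417 lower, and the merging of tags 1 base apart each end the call of CATGTTCATAAAATCAGACAT, and the merged CATGTAATTTCTATATTGTTT has a log2 ratio of 12.40. The assumed variation of 0.2 gives 20784 calls and ends those of CATGTTCATAAAATCAGACAT and CATGTGGATGTGACTATGTTT.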

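Bj leaves had more tags above than below the level in Br. In Bj, 23590 tags were higher than in Br, 19682 of them absent from Br, and 11865 were lower, 3140 of them absent from Bj. CATGTAAAATTTGTCAGTCTG reached 6800.3 TPM in Bj and 0.831 TPM, or 5 copies, in Br (8185-fold). CATGCGAGTGAGCAGCAGCGA was 2.15-fold higher in Bj, at 4932 TPM against 2289 in Br. Lower in Bj were CATGTAATCTCTATATTGCTT, at 6823 TPM (2.54-fold), and CATGTAATCTCTATATTGCAT, at 4921 TPM (3.46-fold). Of the tags higher in Bj than in Br, 12540 (53.2%) were found in Bg. Among those that Br lacked, 53.3% were found in Bg and 4.63% in Bo, which is not a parent of Bj. TMM shifts the log2 ratios of Bj over Br by 0.25 and gives 27711 higher and 9258 lower tags, and merging tags 1 base apart moves that of CATGTAAAATTTGTCAGTCTG from 13.00 to 12.19. An assumed variation of 0.2 gives 21643 calls and ends those of CATGCGAGTGAGCAGCAGCGA and CATGTAATCTCTATATTGCTT.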

After natural polyploidization, 1519 DEGs were induced in Bj compared with Br, whereas 508 DEGs were down-regulated. Moreover, 2692 DEGs were induced in Bj compared with Bg, whereas 1393 DEGs were down-regulated. 

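In Bj, 30823 tags were higher than in Bg and 19464 lower. The higher tags included 28035 that Bg lacked, and the lower ones 10838 that Bj lacked. CATGTAAAATTTGTCAGTCTG was again among them, 5608-fold higher in Bj than in Bg, where it had 7 copies. CATGTAATTTCTAAAAAAAAA was 2.47-fold higher in Bj, at 6968 TPM against 2817 in Bg. CATGGATTTGTGTACCGTGAG fell to 4723 TPM in Bj (3.23-fold lower than in Bg), and CATGGGCCTTCGCCACCAACT to 5124 TPM (2.38-fold lower). Of the tags higher in Bj than in Bg, 20834 (67.6%) were found in Br. Of those that Bg lacked, 67.2% were found in Br and 37.1% in Bo. TMM scaling shifts the log2 ratios by 0.51, moves the higher share of the calls from 61.3% to 72.6%, and ends the call of CATGGGCCTTCGCCACCAACT. That call and the one of CATGTAATTTCTAAAAAAAAA end with an assumed variation of 0.2.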

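Bc leaves had more tags above than below the level in Bg and in Bo. Against Bg, 26706 tags were higher in Bc and 18653 lower, with 24187 of the higher tags absent from Bg. CATGTTCATAAAATCAGACAT reached 6664 TPM in Bc (2959-fold higher than in Bg), and CATGCTTGTGATGGAGCAAGA 5683 TPM against 21.7 (262-fold). CATGTTCATAAATCAGACATT had 8906 TPM in Bg and 5 copies in Bc (10078-fold lower), and CATGGGCCTTCGCCACCAACT was 2.65-fold lower in Bc, at 4612 TPM. Without 1 A base, the first tag named as higher equals the first named as lower, apart from the last base of the latter. Merging tags 1 base apart did not join them, as the log2 ratio of the former is then 11.54. Whether they come from 1 transcript was not tested, so these folds need not show a change in expression. Of the tags higher in Bc than in Bg, 17272 (64.7%) were found in Bo. Among those that Bg lacked, 65.2% were found in Bo and 59.3% in Br, which is not a parent of Bc. With tags 1 base apart merged, the log2 ratio of CATGTTCATAAATCAGACATT moves from −13.30 to −1.81 and that of CATGCTTGTGATGGAGCAAGA from 8.04 to 3.88. Against Bo, 23617 tags were higher in Bc, 20304 of them absent from Bo, and 17524 were lower. CATGGATTTGTGTACCGTGAG was 8.57-fold higher in Bc, at 8083 TPM, and CATGTTCGCTTTCTTCATCCA 2.26-fold, at 7089 TPM against 3129.6 in Bo. CATGTGCAAACATAATATTGT was 9.93-fold lower in Bc, at 875 TPM, and CATGTAATCTCTATATTGCTT 2.17-fold lower, at 5585 TPM. Of the tags higher in Bc than in Bo, 13722 (58.1%) were found in Bg. Among those that Bo lacked, 58.5% were found in Bg and 11.4% in Br. TMM scaling shifts the log2 ratios of both comparisons by 0.53, moves the higher share of the calls from 58.9% to 70.2% against Bg and from 57.4% to 70.9% against Bo, and ends the calls of CATGGGCCTTCGCCACCAACT and, as merging tags 1 base apart does, of CATGTAATCTCTATATTGCTT. An assumed variation of 0.2 ends these calls and that of CATGTTCGCTTTCTTCATCCA, and it gives 27047 calls against Bo.

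**Figure D2:**
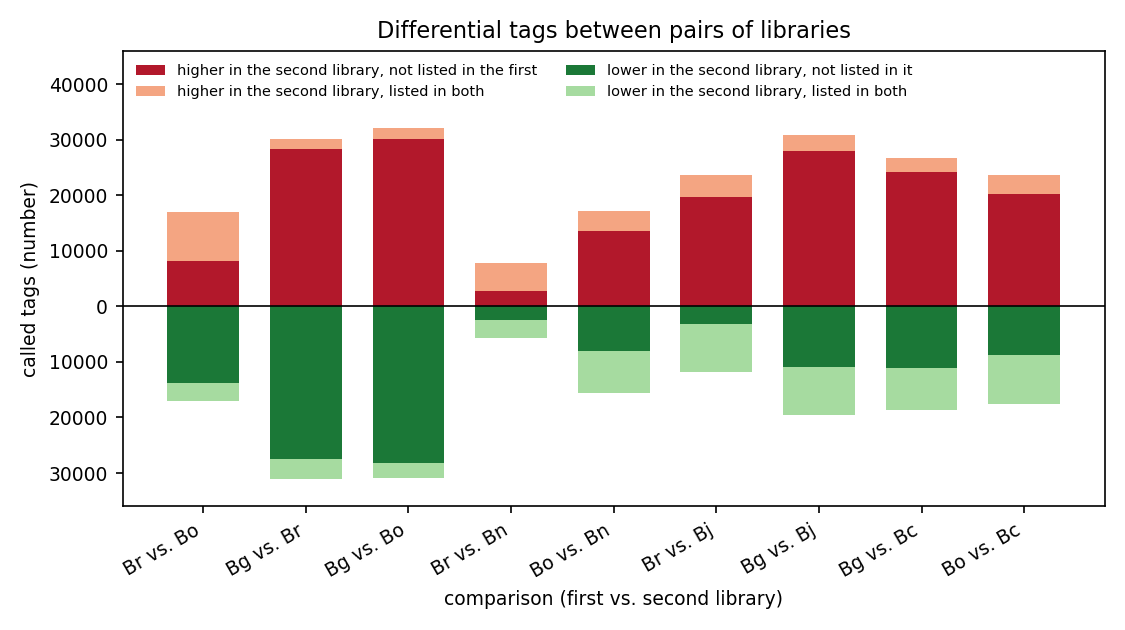
Number of called tags (y axis) in each comparison of a first with a second library (x axis), 1 library per species. Bars above 0 count tags higher in the second library and bars below 0 tags lower in it; dark parts are tags that the library with the lower level lacked. Over both directions together, the bars of Bg with Br and with Bo are the tallest, and those of Br with Bn the shortest (7820 higher and 5761 lower, a split that TMM scaling turns).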

With regard to Bc, 2099 DEGs were up-regulated and 1344 were down-regulated compared with Bg, and 1691 DEGs were up-regulated and 1070 were down-regulated compared with Bg. The variations in the gene expression among the diploids and amphidiploids are essential to the diversity of phenotype, growth, and production. The 20 most abundantly expressed genes that were up-regulated or down-regulated in the pair comparison of amphidiploids and diploids are listed in Additional file 8. The distribution of the genes that were commonly and uniquely expressed in amphidiploid and its ancestral diploids is shown in Figure 5. 

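Most of the RNA in Bn leaves gave tags that both of its diploids had. In Bn, Br and Bo together, 47039 distinct tags were found in all 3 libraries, 20.6% of the distinct tags (95% exact binomial interval 20.5 to 20.8%). They held 72.9% of the total tags in Bn, 74.3% in Br and 82.9% in Bo. Bn shared 35722 further tags with Br alone and 11673 with Bo alone, while 9817 were found in Br and Bo but not in Bn. Tags in a single library were 40921 for Br, 48242 for Bo and 34533 for Bn. The tags only in Bn held 4.01% of its total.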

The results further show that 11810 genes were conserved in Br, Bo, and Bn, whereas 1362, 1666, and 1824 genes were specifically expressed in Br, Bo, and Bn, respectively (Figure 5A). A similar pattern was observed when Bj was compared with Br/Bg (Figure 5B) and Bc with Bg/Bo (Figure 5C). 

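Bj and Bc shared fewer tags with both of their diploids than Bn did. In Bj, Br and Bg, 14887 distinct tags were in all 3 libraries, 4.99% of the distinct tags (95% exact binomial interval 4.91 to 5.07%). They held 38.9% of the total tags in Bj. Bj shared a further 60069 tags with Br and 31907 with Bg, and 1925 were in both diploids but not in Bj. Tags in a single library were 56618 for Br, 57833 for Bg and 75102 for Bj, the last with 14.7% of its total. In Bc, Bg and Bo, 12660 tags were in all 3 libraries, 4.79% of the distinct tags (4.71 to 4.87%), with 41.7% of the total in Bc. Bc shared 31476 further tags with Bg and 41827 with Bo, and 2725 were in both diploids only. Single-library tags numbered 59691 for Bg, 59559 for Bo and 56318 for Bc, these with 13.2% of its total. Merging tags 1 base apart raises the shares found in all 3 libraries to 9.46% for Bj and 9.10% for Bc.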

The expressional differences of species-specific genes might be caused by the genome interaction during natural polyploidization. 

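Tags specific to 1 diploid can be followed into the amphidiploids. A tag counted as specific when it had at least 10 copies in 1 diploid and was absent from the other 2. There were 14633 such tags in Br, 27822 in Bg and 9805 in Bo. Of the Br-specific tags, 83.1% were found in Bn (95% exact binomial interval 82.4 to 83.7%) and 84.4% in Bj (83.8 to 85.0%). Their median level relative to Br was 0.714 in Bn and 0.467 in Bj, with absent tags counted as 0. Over the tags found, it was 0.879 and 0.616. Of the Bg-specific tags, 57.3% were found in Bj (56.7 to 57.9%) and 57.3% in Bc (56.7 to 57.8%). Their median level relative to Bg was 0.141 in Bj and 0.157 in Bc, with absent tags counted as 0. Over the tags found, it was 0.387 and 0.437. Of the Bo-specific tags, 25.0% were found in Bn (24.1 to 25.8%) and 43.8% in Bc (42.8 to 44.8%). The amphidiploid without the genome in question gives the background: 11.1% of Br-specific tags were found in Bc, 1.78% of Bg-specific tags in Bn and 12.0% of Bo-specific tags in Bj. The summed TPM of the Br-specific tags in Bn was 88.2% of that in Br, while the Bo-specific tags in Bn summed to 8.90% of their TPM in Bo. In Bj, the Br-specific tags summed to 66.6% of their level in Br and the Bg-specific ones to 27.9% of their level in Bg. In Bc, the sums were 34.0% for Bg-specific and 25.0% for Bo-specific tags. The paper proposes that differences in species-specific genes come from the interaction of the genomes during natural polyploidization.

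**Figure D3:**
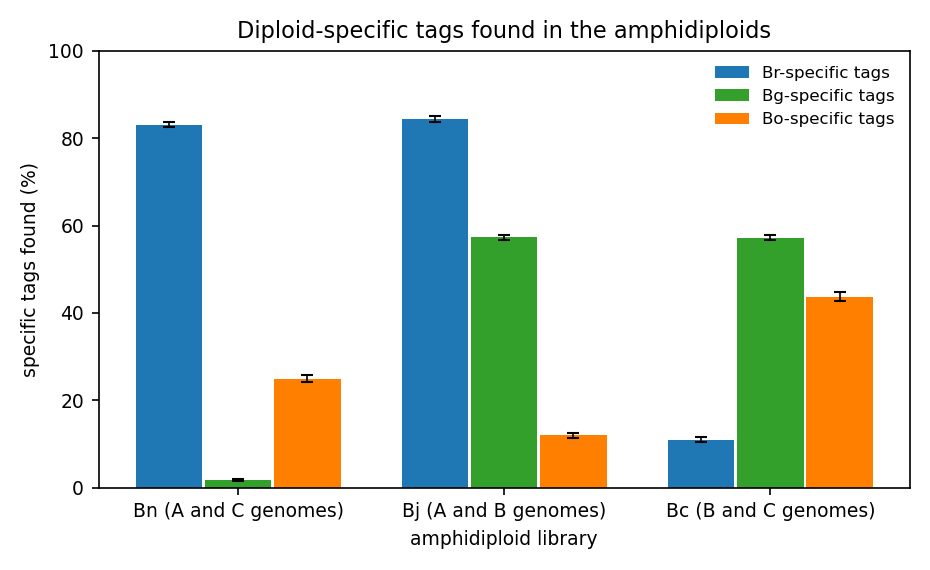
Share of the tags specific to Br, Bg or Bo that were found in each amphidiploid library (y axis, %; x axis, Bn, Bj and Bc with their genomes). Bars are shares of the 14633, 27822 and 9805 specific tags and error bars 95% exact binomial intervals. The Br-specific tags reach 83.1% in Bn and 84.4% in Bj, and the Bo-specific tags 25.0% in Bn.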

The GO pattern of the genes in amphidiploid and ancestral diploids is shown in Figure 6. Based on Figure 6A, the numbers of DGEs in the envelope, extracellular region, macromolecular complex, biological regulation, cellular component biogenesis, death, multicellular organism process, and pigmentation were different in Br, Bo, and Bn. GOs of molecular transducer was found in Bo only. Apparent GO difference was observed among Br, Bg, and Bj (Figure 6C). As shown in Figure 6C, GOs of transporter were found in Bg only, and anatomical structure formation was not present in Bg.

**Figure 4:**
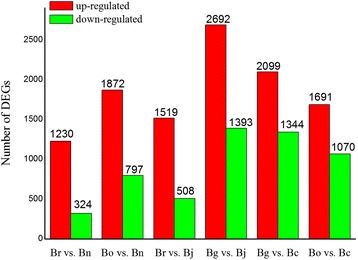
**Number of differentially expressed genes in comparison of diploids and amphidiploids.** The numbers of up-regulated (in red) and down-regulated genes (in green) are presented. Br, Bg, Bo, Bn, Bj and Bc are abbreviations of *B. rapa*, *B. nigra*, *B. oleracea*, *B. napus*, *B. juncea* and *B. carinata*, respectively.

**Figure 5:**
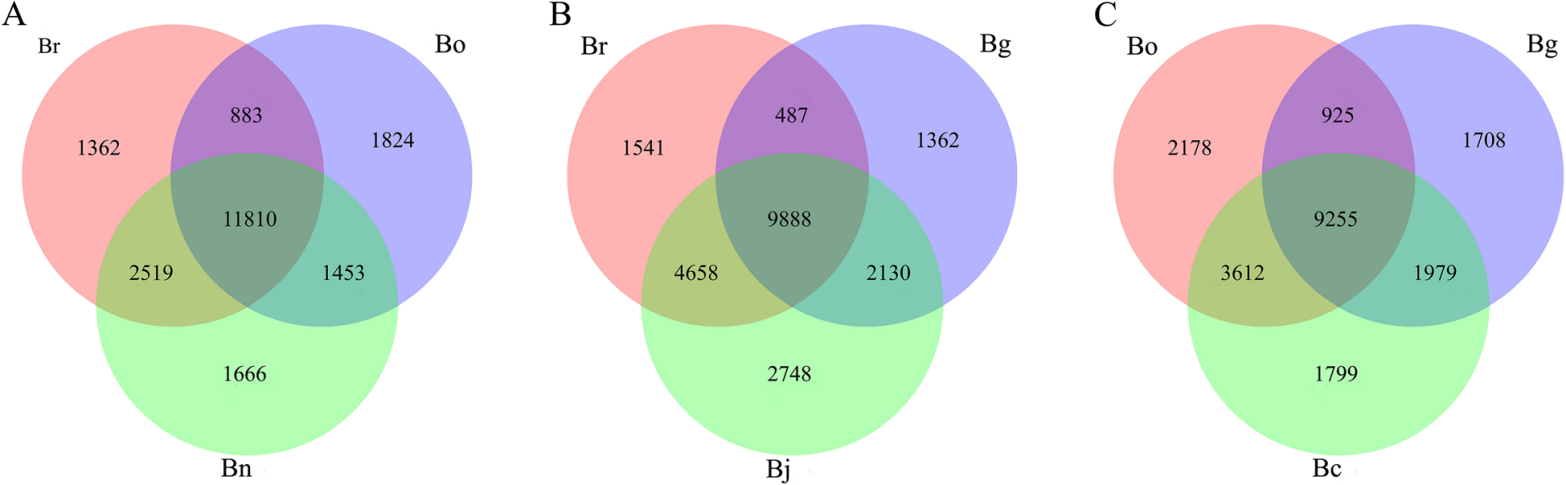
**Distribution of the genes commonly and specifically expressed in diploids and amphidiploids. A.** Venn diagram of genes expressed in Br, Bo and Bn. **B.** Venn diagram of genes expressed in Br, Bg and Bj. **C.** Venn diagram of genes expressed in Bg, Bo and Bc.

**Figure 6:**
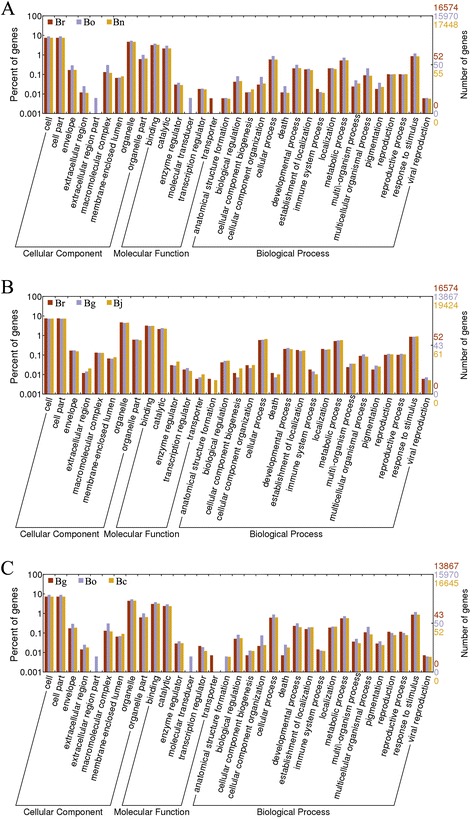
**GO classification of genes in diploids and amphidiploids. A.** GO classification of genes expressed in Br, Bo and Bn. **B.** GO classification of genes expressed in Br, Bg and Bj. **C.** GO classification of genes expressed in Bg, Bo and Bc.

### Functional annotation of DEGs

Pathway enrichment analysis was performed on the expressed transcripts of the six DGE libraries. This analysis was performed by mapping all annotated genes in the KEGG database to search for significantly enriched genes involved in the metabolic or signal transduction pathways (Additional file 9). Among the genes with KEGG annotation, DEGs were identified in Bn compared with Br. In total, 894 DEGs were assigned to 109 KEGG pathways, and 13 of these pathways were significantly enriched with *Q* values ≤ 0.05 (red border region). The enriched pathways include metabolic, biosynthesis of secondary metabolites, and peroxisome. A similiar pathway enrichment was discovered in pair comparison of other libraries (Bo vs. Bn, Br vs. Bj, Bg vs. Bj, Bg vs. Bc, and Bo vs. Bc). The 1562 DEGs identified in Bn vs. Bo were assigned to 122 KEGG pathways, 15 of which were significantly enriched. The 1171 DEGs identified in Bj vs. Br were assigned to 116 KEGG pathways, the 2373 DEGs identified in Bj vs. Bg were assigned to 121 pathways, the 1975 DEGs identified in Bc vs. Bg were assigned to 120 pathways, and the 1639 DEGs identified in Bc vs. Bo were assigned to 117 pathways. All these pathways are involved in the process of plant growth and stress reaction, which are important for the morphological and physiological differences among the *Brassica* species. The biosynthesis of unsaturated fatty acids, which was significantly enriched in Bo vs. Bn and Bg vs. Bc, explains the different fatty acid compositions in *Brassica* species [35,36]. The DEGs identified in the peroxisome pathway were related to the improved stress ability of Bn and Bj.

### Clustering of DEGs

Hierarchical cluster analysis of the DEGs in Br, Bg, Bo, Bn, Bj, and Bc were performed to examine the similarity and diversity of gene expression (Additional file 4). All results were displayed by Java Treeview, where red and green represent the positive and negative values of gene expression, respectively. Generally, 651 genes with differential expression in Br, Bg, and Bo were clustered as DEG intersections (Figure 7A, Additional file 10). 

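In all 3 comparisons of the diploids, 6333 tags were called, 7.79% of those called at least once. These tags differed between Br and Bo as well as from Bg in both. With an assumed biological coefficient of variation of 0.2, 2003 tags are called in all 3.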

The comparison of Br, Bg, and Bo showed that 5417 DEGs were clustered as the union of DEGs (Additional file 11). Moreover, 285 DEGs in Bn, Br, and Bo were also clustered (Figure 7B and Additional file 9), and 3786 DEGs differentially expressed in Bn and Br/Bo are listed in Additional file 11. 

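In Bn, 7361 tags differed from both Br and Bo, and 39037 differed from at least 1 of them. Of the former, 4955 were higher in Bn than in both diploids, 1065 were lower than in both, and 1341 lay between the diploids. Of the 4955, 1794 were absent from both diploids. Independent lists of the same sizes would share 970 higher and 255.99 lower tags, but both comparisons use the Bn library and are not independent. With the assumed variation of 0.2, 2707 tags differ from both.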

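Tags that differed in Bj from both Br and Bg numbered 20905, and 64837 differed from at least 1 of them. They were above both diploids for 12404 tags, below both for 204 and between the diploids for 8297. Of the 12404, 9185 were absent from both diploids. Independent lists would share 3954 higher and 427 lower tags, but both comparisons use the Bj library and are not independent. Under an assumed variation of 0.2, 10968 tags differ from both.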

The 630 DEGs in Bj, Br, and Bg were also clustered (Figure 7C and Additional file 9), and 5590 DEGs differentially expressed in Bj and Br/Bg are listed in Additional file 11. In addition, 726 DEGs in Bc, Bg, and Bo were clustered (Figure 7D and Additional file 9), and 5264 DEGs differentially expressed in Bc and Bg/Bo are listed in Additional file 11. 

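In Bc, 20337 tags differed from both Bg and Bo, and 66163 from at least 1 of them. Bc was above both diploids for 11394 of these tags, below both for 443, and between them for 8500. Of the 11394, 8429 were absent from both diploids. For independent lists, 4350 higher and 490 lower tags would be shared, but both comparisons use the Bc library and are not independent. If a variation of 0.2 is assumed, 10278 tags differ from both.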

The functional categories of these DEGs showed similar enrichment patterns for each comparison, including categories of metabolism, development, cellular transport, and interaction with the environment (data not shown). Genes with binding function were enriched in each comparison, which is different from previous reports [32,33].

**Figure 7:**
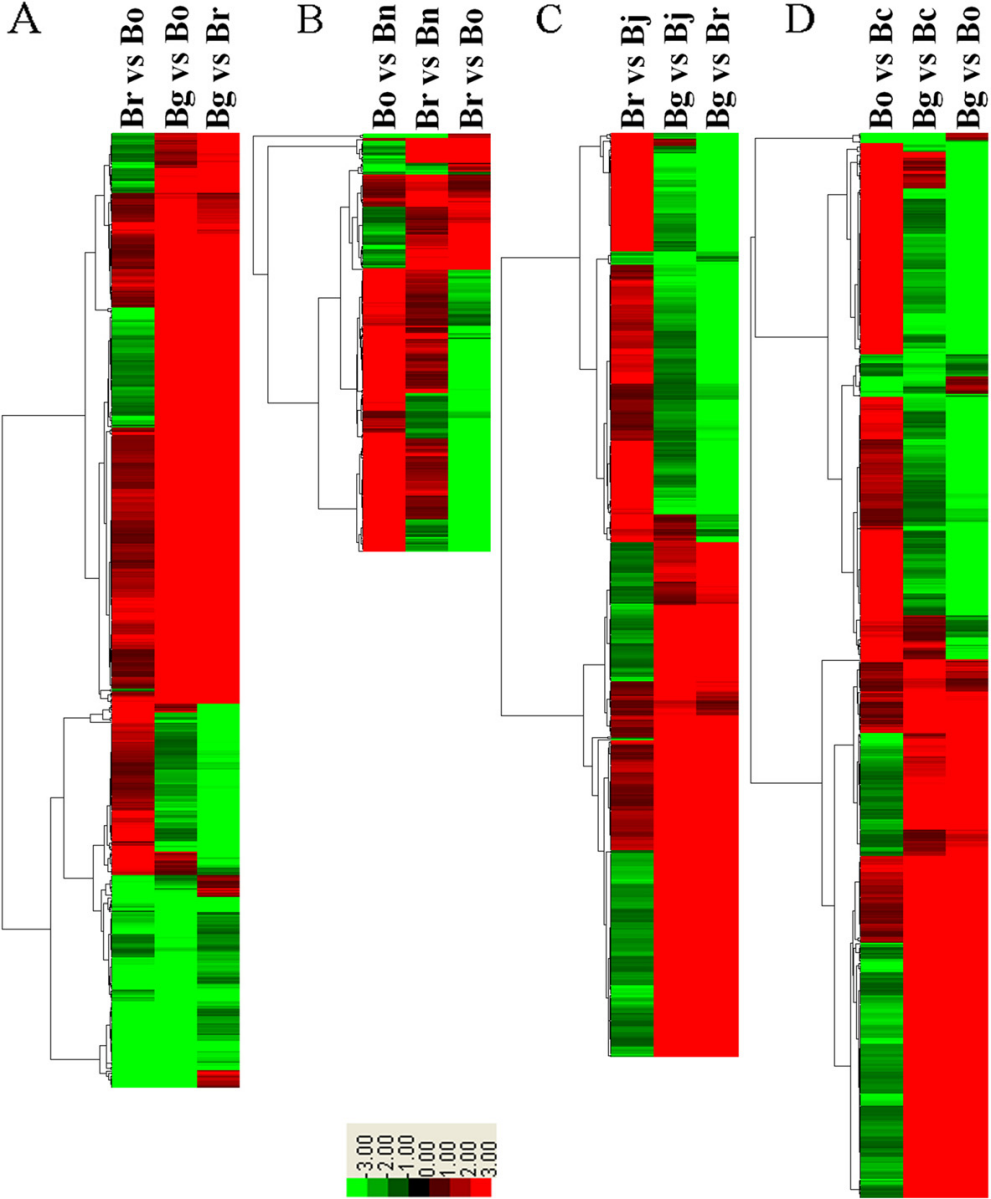
**Hierarchical cluster analysis of differentially expressed transcripts. A.** Clustering of genes expressed in diploids of *Brassica*. **B.** Clustering of genes expressed in Br, Bo and Bn. **C.** Clustering of genes expressed in Br, Bg and Bj. **D.** Clustering of genes expressed in Bg, Bo and Bc.

### Analysis of methyltransferase genes differentially expressed in *Brassica*

Epigenetic variation has an important function in the evolution of plants. DNA methylation is included in this variation and has received much attention in previous years. Proteins such as methyltransferase are considered important for plant methylation [37,38]. Thus, the putative methyltransferase and methylase genes from all DEGs in each comparison were filtered to understand the mechanism of the changes in DNA methylation in *Brassica* (Additional file 12). Two methyltransferase genes (Bra003928 and Bra020452) were differentially expressed in Br, Bg, and Bo, and 30 genes exhibited differential expression in Br vs. Bo/Bg vs. Bo/Bg vs. Br. One methyltransferase gene (Bra008507) was differentially expressed in Bn, Br, and Bo, and 23 genes exhibited differential expression in Br vs. Bn/Bo vs. Bn/Br vs. Bo. Five methyltransferase genes (Bra003396, Bra004391, Bra010977, Bra022603, and Bra024271) were differentially expressed in Bj, Br, and Bg, and 36 genes exhibited differential expression in Br vs. Bj/Bg vs. Bj/Bg vs. Br. Three methyltransferase genes (Bra003928, Bra004391, and Bra012494) were differentially expressed in Bc, Bg, and Bo, and 33 genes exhibited differential expression in Bg vs. Bc/Bo vs. Bc/Bg vs. Bo. The results showed that Bra003928 was significantly down-regulated in Br compared with Bg/Bo, which was up-regulated in Bn compared with Br and down-regulated in Bn compared with Bo. The expression of Bra003928 in Bj was higher than in Br and lower than in Bg. The expression of this methyltransferase gene in Bc was significantly up-regulated than in Bg and Bo. Moreover, Bra020452 was obviously down-regulated in Bo compared with Br/Bg. Different expression values were also examined in *Brassica* amphidiploids compared with their ancestral diploid parents. The methyltransferase gene was up-regulated in Bn compared with Br and Bo, which was also up-regulated in Bc compared with Bg and Bo. However, the expression value of Bra020452 in Bj was similar to that of Br and Bg.

### Non-additive genes expressed in *Brassica* amphidiploids

The expression value of genes in *Brassica* amphidiploids (Bn, Bj, and Bc) were compared with the relative mid-parent value (MPV) to identify the genes with differential expression pattern. 

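Bn leaves had 11452 tags above and 10934 below the mid-parent value (MPV), the mean of the TPM in Br and Bo. Above it were CATGGTGCCGCCAAATATAGA, 2.67-fold over an MPV of 1007 TPM, and CATGCGAGTGAGCAGCAGCGA, at 2528 TPM (2.21-fold), which had 5 copies in Bo. CATGTGCAAACATAATATTGT was 2.41-fold below its MPV of 6251 TPM and CATGATGCTTAATGTATACTA, at 1239 TPM, 2.64-fold below. Of the tags above MPV, 7154 were higher in Br than in Bo, 1401 were lower in Br, and 2897 were in neither diploid. Of those below MPV, 2426 were higher and 8508 lower in Br than in Bo. Over both directions, 9580 called tags were higher and 9909 lower in Br. The second tag named above MPV had 2289 TPM in Br, and a sequence 1 base away had 3584 TPM in Bo and 4.64 TPM in Bn. A tag that only 1 diploid has reaches a log2 ratio to MPV of 1 by construction if it keeps that diploid's level. Merging tags 1 base apart was not run for MPV, so these folds hold for exact sequences only. The test set the copies in Bn against the summed copies of both diploids, with an absolute log2 ratio to MPV of at least 1. Without a test, all 227947 tags differed from MPV, 41.1% above and 58.9% below. Every tag absent from Bn counts as below here, including 40921 tags only in Br and 48242 only in Bo. A minimum of 10 copies turns the split of the called tags, to 12186 above and 12547 below. TMM scaling gives 12503 above and 9677 below and ends the call of CATGCGAGTGAGCAGCAGCGA, as does an assumed variation of 0.2, which gives 12023 calls and also ends those of both tags named below MPV.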

Up to 19844 genes in Bn showed differences in expression from MPV, 9605 (48.4%) of these genes showed higher expression levels, whereas 10239 (51.6%) showed lower expressions than MPV. Among the non-additively expressed genes, 9519 (48%) genes were expressed at higher levels, whereas 10325 (52%) genes were expressed at lower levels in Br than in Bo (Table 2). This finding is similar to the data reported by Jiang et al. (2013) [32]. With regard to Bj, 20317 genes showed differences in expression from MPV, 11173 (55%) of these genes were expressed higher in Br than in Bg, and 9144 (45%) genes were expressed at lower levels. Moreover, 19921 genes in Bc showed differences in expression from MPV, 8189 (46.1%) of them were expressed higher in Bg than in Bo, whereas 10732 (53.9%) genes were expressed lower. 

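In Bj, 22658 tags were above MPV and 14254 below. CATGTAAAATTTGTCAGTCTG was 6656-fold above an MPV of 1.02 TPM, and CATGCGAGTGAGCAGCAGCGA 4.31-fold above 1145 TPM. CATGTGGTGGCATCAAGGGAC was below MPV, at 1123 TPM against 2456 in Br and 4532 in Bg (3.11-fold), as was CATGGTATCCAACTTTCATAT, at 1527 TPM against 6853 in Br and 4 copies in Bg (2.24-fold). The second tag named above MPV had 2289 TPM in Br and 8 copies in Bg. A sequence 1 base away had 9549 TPM in Bg and 3497 TPM in Bj, and merging tags 1 base apart was not run for MPV. Of the called tags, 10920 were higher in Br than in Bg and 13214 were lower. Among tags above MPV, 12778 were in neither diploid, and among those below, 8099 were absent from Bj. Of all 298341 tags, without a test, 47.5% were above and 52.5% below MPV, and 41.3% were higher in Br and 33.5% higher in Bg. TMM scaling moves the share of calls above MPV from 61.4% to 76.0% and ends the call of CATGGTATCCAACTTTCATAT. An assumed variation of 0.2 also ends that call and gives 23838 calls.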

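Bc leaves had 19262 tags above and 17662 below MPV. CATGTAATCTCTACAATGCAT was above it, at 4646 TPM against 3621 in Bg and 2 copies in Bo (2.57-fold). CATGTGGATGTGACTATGTTT was also above it, at 4101 TPM and 2.68-fold over an MPV of 1530.0 TPM. It had 7 copies in Bg and 3059 TPM in Bo. For both tags 1 diploid had only a few copies, so a log2 ratio to MPV near 1 arises by construction at the other diploid's level. CATGTTCATAAATCAGACATT lay 5040-fold below an MPV of 4454 TPM, and CATGTGCAAACATAATATTGT 4.96-fold below 4343 TPM. In the comparison of Bc with Bg, merging tags 1 base apart moved the log2 ratio of the first tag named below MPV from −13.30 to −1.81. Merging was not run for MPV, so the fold of that tag against MPV holds for its exact sequence only. A sequence with 1 more A base and without the last base of that tag had 6664 TPM in Bc and 10952 TPM in Bo. Whether both come from 1 transcript was not tested, so the fold need not show a change in expression. Of the called tags, 13142 were higher in Bg than in Bo and 12143 lower, and 11639 were in neither diploid. Of all 264256 tags, without a test, 40.8% were above and 59.2% below MPV, and 37.9% were higher in Bg and 40.8% higher in Bo. A minimum of 10 copies turns the split, to 18081 above and 19799 below. With TMM the share of calls above MPV moves from 52.2% to 70.6%, the log2 ratio of CATGTAATCTCTACAATGCAT from 1.36 to 2.11 and that of CATGTTCATAAATCAGACATT from −12.30 to −11.55.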

Significantly more non-additive genes than additive genes in amphidiploids implied the complicated evolution history of *Brassica*. 

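The share of tags called as non-additive was 9.82% in Bn, 12.4% in Bj and 14.0% in Bc. Among tags with at least 10 copies in 1 of the 3 libraries, where a change can be called more readily, it was 35.0% in Bn, 41.9% in Bj and 43.1% in Bc. A tag that was not called is not thereby additive, since rare tags cannot pass the test, and 1 library per species gives no variation between plants. From the larger number of non-additive than additive genes, the paper reasons that *Brassica* has had a complicated evolution.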

In this study, no standard RNA sample was included in library construction. Given that two samples often differ in the total number of transcripts per cell, the differences in transcriptome size, not just the differences in RNA yields during extraction, can introduce biases [39-41]. In addition, polyploidization of plant species is a complicated process that is unequal to simple duplication or combination of ancient genomes; fractionation of duplicated genes would result in both gene and genome preferences in stabilized *Brassica* polyploids [5]. The challenge to RNA-seq is that the transcripts of duplicated genes are difficult to precisely assign to homologous polyploids, especially in the absence of a reference genome [42]. MPV is a valid criterion to assess non-additive gene expression changes and functional plasticity in allopolyploids [43]. For RNA-seq, another shortcoming is that many short reads likely align to identical reference sequences, which may be excluded from transcript counting, thereby affecting the accuracy of estimated gene expression level [42]. Given the information mentioned above, both the DGE and non-additive genes identified in this study might not be as accurate as expected, and thus further verification is necessary.

**Table 2:** **Number of non-additively expressed genes in** ***Brassica*** **amphidiploids**

	**a**	**%**	**b**	**%**	**b/a(%)**	**c**	**%**	**c/a(%)**
	**No. of non-additively expressed genes Amphidiploid versus MPV**		**No. of non-additively expressed genes Amphidiploid > MPV**			**No. of non-additively expressed genes Amphidiploid < MPV**		
Bn	19844		9605		48.4	10239		51.6
Br > Bo	9519	48	5220	54.3	54.8	4299	42	45.2
Br < Bo	10325	52	4385	45.7	42.5	5940	58	57.5
Bj	20317		10240		50.4	10077		49.6
Br > Bg	11173	55	6429	62.8	57.5	4744	47.1	42.5
Br < Bg	9144	45	3811	37.2	41.7	5333	52.9	58.3
Bc	19921		7990		40	11931		60
Bg > Bo	9189	46.1	3399	42.5	37	5790	48.5	63
Bg < Bo	10732	53.9	4591	57.5	42.8	6141	51.5	57.2

## Discussion

### Differences in gene expression among *Brassica* diploids

Global *Brassica* research programs aim to explore valuable information on novel traits and to create stable lines. Br, Bg, and Bo exhibit many valuable agronomic traits including resistance against diseases and stress. These *Brassica* diploids have been suggested to have a triplication history [3]. Based on the DGE data of diploid *Brassica* species, multiple genes exhibited different expressional patterns in Br, Bg, and Bo. Moreover, 8932 genes were expressed in the leaf tissue of all three diploids. In addition, 2438, 2244, and 2029 genes were uniquely expressed in Br, Bg, and Bo, respectively. However, 5417 DEGs were differently expressed among *Brassica* diploids including genes that encode proteins with binding function, transmembrane transporter, glycosyltransferase (Bra013229 and Bra016237), acyltransferase (Bra018329, Bra018412, Bra033107, Bra037338, and Bra037725), and methyltransferase (Bra036774, Bra003928, Bra005371, Bra018386, and Bra021673). Different copies of homologs in A, B, and C *Brassica* genomes and a comparative mapping of *Brassica* have revealed extensive differences among the A, B, and C genomes [15,44]. The transcriptome changes in *Brassica* diploids are possibly due to the polyploid history during species formation. These changes cause different genome dosages and sub-functionalization/neo-functionalization of genes, as well as morphological/physiological differences in Br, Bg, and Bo. This result would facilitate the gene exploration related to species-specific characters, thereby accelerating the breeding of *Brassica*.

### Gene expression differences among allopolyploids and ancestral diploid progenitors

The expression differences in allotetraploids and diploids were analyzed by comparing the normalized value of genes expressed in each *Brassica* species. The results indicated that a larger number of gene expressional differences were identified between allotetraploids and diploids than among diploids. 

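The called tags held more of the leaf RNA in the comparisons of Bg with Br or Bo than in any comparison of an amphidiploid with its diploids. They made up 85.4% of the total tags in Bg and 83.6% in Br for that pair, and 81.4% in Bg and 79.7% in Bo for the other. Between Br and Bo, they held 49.1% of the total in Br and 48.8% in Bo. For the amphidiploids, they held 25.1% of the total in Br and 28.8% in Bn, 48.0% in Bo and 51.2% in Bn, 48.5% in Br and 52.5% in Bj, and 68.2% in Bg and 64.9% in Bj. In the comparisons of Bc, they held 58.2% of the total in Bg and 59.3% in Bc, and 55.0% in Bo and 59.6% in Bc.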

Although 11810 genes were conserved in Bn, Br, and Bo, 3102 DEGs were up-regulated in Bn compared with Br or Bo, and 1121 DEGs were down-regulated in Bn after natural polyploidization. Similarly, DEGs were also analyzed in Bj and Bc after polyploidization, and gene expressional changes were considered with parental preference. Zhao et al. (2013) also found that the gene expression in *Brassica* hexaploid is more similar to Br than to Bc [33]. In accordance with previous results, a large number of DEGs in natural Bn and Br/Bo suggests that the gene expression differences in resynthesized Bn might be effectively inherited after polyploidization [32,45,46]. These results indicated that long-term and immediate responses to polyploidization are complicated. Genome-biased expression and silencing of genes are also observed in natural and synthetic cotton [47]. Zhao et al. (2013) suggested that this observation might be due to the interactions of cytoplasm and nuclear genome during polyploidization [33]. Hitherto, Bj and Bc have been used for the creation of synthesized *Brassica* allopolyploids (AABBCC, AABC, BBAC, and CCAB) [48]. However, polyploidization of Bj and Bc have not been thoroughly studied. Given that the B genome possesses valuable agronomic traits including black-leg resistance [49], the study of B-genome evolution during the polyploidization of Bj and Bc is meaningful to the exploration of B-genome desirable traits. In the present research, many gene expressional differences in Bj and Bc after polyploidization were explored. The results showed that 5590 genes were differentially expressed in Bj, Br, and Bg, including genes that encode acyltransferase and metyltransferase. Moreover, the DEGs in Bj and Bc after polyploidization were more than that in Bn, which is partially due to the lack of a reference genome in this research. 

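By tags, Bn differed less from its diploids than Bj and Bc did, apart from one pair. The called share of the tags tested was 7.56% between Br and Bn and 17.5% between Bo and Bn. It was 14.7% between Br and Bj, 20.8% between Bg and Bj, 22.2% between Bg and Bc, and 20.1% between Bo and Bc. Among tags found in both libraries, 10.1% were called between Br and Bn, 19.3% between Bo and Bn, 16.9% between Br and Bj, 24.4% between Bg and Bj, 22.8% between Bg and Bc, and 22.1% between Bo and Bc. The comparison of Bo with Bn thus lay above that of Br with Bj by both measures. These tag counts use no reference genome.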

The B genome is more diversified than the A and C genomes [48]; hence, some B genome-specific information were neglected during the analysis of DGE data. Most of the commonly expressed genes in the diploids were non-additively expressed in allotetraploids, which is similar to the non-additive pattern in synthesized Bn and *Arabidopsis* [32,49]. 

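Of the tags found in all 3 libraries of an amphidiploid and its diploids, part were called against MPV by the test. In Bn, 6787 tags (14.4%) were called, 2709 above and 4078 below MPV. The numbers were 2563 (17.2%) in Bj, 1254 above and 1309 below, and 2416 (19.1%) in Bc, 1056 above and 1360 below. The other tags were not called and are not thereby additive.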

The repression and activation of these genes in allotetraploids are responsible for the sub-functionalization of duplicated genes [47], which indicates a more complicated gene expression in allopolyploids rather than a simple combination of two genomes [46,48]. All of these non-additively expressed genes are important in studying the genome polyploidization of *Brassica*. The expressional changes in allotetraploids are necessary for the adjustment to the environment during natural polyploidization [33].

### Putative methyltransferase genes in *Brassica* allotetraploids

One of the epigenetic variations is DNA methylation, which is important to genome activity. Plant polyploidization is normally accompanied with various phenotypic changes that are partially induced by new methylation changes during the interaction of different genomes [50]. Extensive DNA methylation differences have been reported in synthesized Bn [45,51]. In the present research, 23, 36, and 33 methyltransferase genes were differentially expressed after the polyploidization of Bn, Bj, and Bc, respectively. The methyltransferase gene Bra020452 was up-regulated in Bn compared with Br and Bo, whereas the expression value of this gene in the early generations of resynthesized Bn was lower than that of natural Bn [32]. This finding implies the complexity of gene activation and silencing mechanism during *Brassica* polyploidization. Whether these methylation changes in *Brassica* are responsible for the different expressions of DEGs in allotetraploids needs to be verified. Further research of these genes is important to comprehend the transcriptome changes during *Brasssica* polyploidization.

## Conclusions

The genus *Brassica* includes a group of crops with important economic and nutritional values, and these crops are most closely related to *Arabidopsis. Brassica* and *Arabidopsis* have been confirmed to originate from a putative hexaploid ancestor. Triplication occurred after the divergence of *Brassica* and *Arabidopsis* to form a genomic complexity of *Brassica* [3]. Three allopolyploids, which arose from the natural hybridization of A, B, and C genomes, introduced extensive genome reshuffling and gene loss, as well as neo- and sub-functionalization of duplicate genes [6]. Therefore, the *Brassica* species are taken as an important model for the evolution of polyploids. Unfortunately, acknowledging the ancestors of *Brassica* polyploids is difficult, and these tetraploids are suspected to have multiple origins [52]. Resynthesizing *Brassica* allopolyploids have provided an alternative way to study polyploidization, but the research in this area mainly focused on *B. napus* [32]. An overview of the transcriptome differences among natural *Brassica* species would be interesting to gain initial knowledge on species diversification and polyploidization. This study demonstrated the DGE approach in characterizing the transcriptome of *Brassica* diploids and allotetraploids. However, the sampling from each genotype of *Brassica* may not capture the true range of phenotypes that exists within this genus. The DEGs during the evolution of *Brassica* diploids from a common hexaploid ancestor with *Arabidopsis* were revealed. Moreover, the DEGs in the natural polyploidization of *Brassica* allotetraploids from the hybridization of diploids were determined. Future work should concentrate on the function analysis of these DEGs, particularly stress resistance and methylase genes. Analysis should be performed to uncover the genetic and epigenetic mechanisms that would result in the phenotypic and physiologic differences among *Brassica* species. Elucidation of these differences is important to the discovery and utilization of genes for *Brassica* breeding and to shed light on *Brassica* evolution.

## Methods

### Plant materials

Diploid species *B. rapa* cv. Aikangqing (AA, 2*n* = 20), *B. nigra* cv. Marathi (BB, 2*n* = 16), and *B. oleracea* cv. Zhonghua Jielan (CC, 2*n* = 18) were used in the experiment. Amphidiploids *B. napus* cv. Yangyou 6 (AACC, 2*n* = 38), *B. juncea* cv. Luzhousileng (AABB, 2*n* = 36), and *B. carinata* cv. Dodolla (BBCC, 2*n* = 34) were also used as experimental materials. Plant materials were prepared and collected according to the procedures described by Kong et al. (2011) and Jiang et al. (2013) [32,53]. All plants were cultivated in climate chambers at 25°C, 16 h light/8 h dark photoperiod, and 70% relative humidity. The first true leaves from the three plants of each genotype were pooled at the same physiologic stage (28-day-old plants) and frozen at 80°C prior to use.

### RNA preparation, illumina RNA-sequencing, and data processing

Total RNA was extracted from the leaves by using an RNAiso Plus (Takara) according to the manufacturer’s protocol. RNA concentrations were measured using a Qubit fluorometer, and the integrity was confirmed using a 2100 Bioanalyzer (Agilent Technologies). DGE libraries were prepared using an Illumina Gene Expression Sample Prep Kit, and *Nla*III and *Mme*I were used for tag preparation. Single-chain molecules were fixed onto a Solexa sequencing chip (flowcell) and sequenced by an Illumina HiSeq™ 2000 System. Millions of raw 35 bp sequences were generated. Image analysis, base calling, generation of raw tags, and counting of tags were performed using the Illumina pipeline [34]. Empty tags (no tag sequence between the adaptors), adaptors, low-quality tags (tags containing one or more unknown nucleotides “N”), and tags with a copy number of 1 were removed from the raw sequences to obtain clean tags (21 bp) that contain CATG.

### Mapping of reads to the reference sequence

To identify the gene expression patterns in each genotype of *Brassica*, all clean tags were annotated by mapping onto the *B. rapa* genome [12] by using the SOAP2 software, and a maximum of one nucleotide mismatch is allowed [54]. All tags mapped to reference sequences were filtered, and the remaining tags were designated as ambiguous tags. Mapping events on sense and antisense sequences were included in the data processing. For gene expression analysis, the number of expressed tags was calculated and then normalized to the number of transcripts per million tags (TPM) [34,55]. The DEGs were screened and used for mapping and annotation [56,57]. Gene annotation was conducted using Blast2GO [58]. When the gene ontology (GO) database was searched, the GO categorization of all DEGs was displayed as three hierarchies for cellular component, molecular function, and biological process. Web gene ontology annotation plot was used to classify the genes mapped by each DGE library [59]. Clustering analysis of differential gene expression pattern was also conducted using a hierarchical clustering explorer [60,61]. In the present study, statistical comparison of the gene expression was performed according to the script written by Audic and Claverie [56]. False discovery rate (FDR) ≤ 0.001 and log2 ratio ≥1 were used as threshold to judge significance of gene expression difference [57]. Pathway enrichment analysis of differential gene expression was conducted to understand further the gene function through blasting the KEGG database. A *P*-value of 0.05 was selected as the threshold for considering a gene set as significantly enriched.

### Availability of supporting data

The sequence datasets that support the results of this article have been deposited in the Gene Expression Omnibus (GEO) at NCBI and are accessible under the accession GSE43246 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43246).

## Additional files

Additional file 1:
**Distribution of total clean tags and distinct clean tags over different tag abundance categories in each DGE library.** (A) Distribution of total tags. Numbers in the brackets of indicate the range of copy numbers for a specific category of tags. For example, [2,5] means all the tags in this category has 2 to 5 copies. Numbers in the parentheses show the total tag copy number for all the tags in that category. (B) Distribution of distinct tags. Numbers in the square brackets indicate the range of copy numbers for a specific category of tags. Numbers in the parentheses show the total types of tags in that category. Additional file 2:
**Summary of tag mapping in DGE analysis for six libraries.**
Additional file 3:
**Mapping results of total tags and distinct tags of species in six libraries.** Normalized tag copy number was calculated by dividing tag counts for each gene with the total number of tags generated for each library and are presented per one million transcripts. PM and 1MM stand for perfect match and 1 miss match, respectively. (A) Mapping of total tags. (B) Mapping of distinct tags. Additional file 4:
**List of all** ***B. rapa*** **genes identified by DGE.** The first column represents names of the identified genes. Br_sense_raw and Br_antisense_raw mean the number of tags mapped to sense and antisense genes identified in DGE library of *B. rapa*. Br_sense_norm and Br_antisense_norm mean total times of detected tags per million in DGE library of *B. rapa*. GO Component, GO Function and GO Process mean the three main categories (cellular component, molecular function and biological process) in the GO classification, respectively. Additional file 5:
**List of all** ***A. thaliana*** **genes identified by DGE.** The first column represents names of the identified *Arabidopsis* genes. Br_raw means the number of DGE tags in *B. rapa* which were mapped to *A. thaliana* genome. Br_nom means total times of detected tags per million in DGE library of *B. rapa*. Additional file 6:
**Sequencing saturation analysis of the seven libraries of** ***B. rapa*** **(Br),** ***B. nigra*** **(Bg),** ***B. oleracea*** **(Bo),** ***B. napus*** (Bn), *B. juncea* (Bj), *B. carinata* (Bc). The number of detected genes was enhanced as the sequencing amount (total tag number) increased. Additional file 7:
**Distribution of ratio of distinct tag copy number in comparison of diploids and amphidiploids.** ‘A’ was the control and ‘B’ was experimental group in ‘A vs. B’. Additional file 8:
**List of differentially expressed genes and the top 20 most up-regulated and down-regulated genes between diploids and amphidiploids (‘A’ was the control and ‘B’ was experimental group in ‘A vs. B’).** TPM: transcript copies per million tags. Raw intensity: the total number of tags sequenced for each gene. FDR: false discovery rate. We used FDR < 0.001 and the absolute value of log2Ratio ≤1 as the threshold to judge the significance of gene expression difference. In order to calculate the log2Ratio and FDR, we used TPM value of 0.001 instead of 0 for genes that do not express in one sample. Additional file 9:
**List of genes for pathway enrichment analysis.** Pathways with Q value ≤0.05 are significantly enriched in DEGs, see red-border region (‘A’ was the control and ‘B’ was experimental group in ‘A vs. B’). Additional file 10:
**List of intersection DEGs used for HCE clustering analysis.**
Additional file 11:
**List of union DEGs used for HCE clustering analysis.**
Additional file 12:
**List of putative methyltransferase genes differentially expressed in** ***Brassica***.

How the deposited data were processed for this re-analysis (not part of the article)

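The series holds DGE tag libraries of leaf RNA from *Brassica* plants 28 days old. The 6 species of the paper are the diploids Br, Bg and Bo and the amphidiploids Bn, Bj and Bc, with 1 library each. A further 4 libraries come from resynthesized Bn of the generations F1 to F4, which the paper does not analyse. Their parents are not stated in the deposited labels. For the 6 species, the first true leaves of 3 plants were pooled for each library. No species has replicates, so every test compares 2 libraries, or 1 library with the mean of 2, and covers counting error only.

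The counts are copy numbers of distinct tags, made by the authors from the sequenced tags, with base calls by CASAVA 1.4, by removing empty tags, adaptors, tags with an unknown base and tags with 1 copy. The deposited values were tested on the files: each tag has 21 bases, begins with CATG and has at least 2 copies. TPM values were made by the authors by dividing the counts by the total of clean tags of the library and scaling to 1000000, and they are deposited with 2 decimals. Here TPM was recomputed from the counts. No column of values was left out.

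The totals of clean tags are 6018254 (Br), 5772449 (Bg), 5930726 (Bo), 5823113 (Bn), 5858527 (Bj), 5657697 (Bc), 6022170 (F1), 5950123 (F2), 5991210 (F3) and 5798939 (F4). The 10 libraries hold 536196 distinct tags, of which 414490 occur in the 6 species. The half-width of the 95% exact binomial interval is at most 0.0412 percentage points for a share of a library's total and at most 1.4 points for a share of 5000 or more tags. A tag not listed in a library had 0 copies or 1 copy there.

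No reference genome or transcript set was used here. Therefore each distinct tag is a feature, and the analyses by gene were not run: differential genes, lists of genes, tags matched to the reference, and the genes that the paper names. GO terms, KEGG pathways and methyltransferase genes were not analysed for the same reason.

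Each pair of libraries was compared by the test of Audic and Claverie, with the smaller tail as p-value and Benjamini-Hochberg adjustment over all tags listed in either library. Tags were called at an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1, with 0.01 TPM in place of 0. The same test set the copies of an amphidiploid against the summed copies of its 2 diploids, with the log2 ratio taken against MPV. Shares are given with exact binomial intervals. A tag was specific to a diploid when it had at least 10 copies there and was not listed in the other 2. Partners of an absent tag are sequences with 1 changed base after CATG, and the same tags with their 17 bases shuffled give the chance level. Libraries were thinned by random draws with the seed 20150127.

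Tags were named by a rule: the 10 most abundant tags of a library, and for each comparison and direction the 10 called tags with the highest TPM in the higher library. Of these called tags, only the first 2 were kept and named, and the alternatives for named tags cover these 2 only. The comparisons, the tests, this rule and the alternatives were chosen before the data were examined, except where the closing section says otherwise. The values in the paper's tables had been seen. For each comparison, the alternatives were TMM scaling, only tags with at least 10 copies in 1 library, log2 of TPM + 1, tags that differ by 1 base merged into the more abundant one, and the exact test of edgeR with an assumed biological coefficient of variation of 0.2. Added later were a tag not listed set at 1 copy and, for the ratios of copy numbers, tags found in either library. For MPV, the alternatives were TMM, the minimum of 10 copies, FDR alone and edgeR with the assumed variation. For shared and specific tags they were other copy minimums and the merging or exclusion of tags 1 base apart, and for the copy number classes thinning to the smallest total.

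The calls were tested on simulated data, in which the changed tags had a known fold and a mean of at least 20 copies. They were also tested on 20 simulated sets of unchanged libraries, which hold counting error only and gave 0 calls. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.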

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

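The tests of whether the library labelled Bn is a Br sample and of whether differences of a single base are the whole cause of its few C tags were chosen only after the result was seen.

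The paper does not analyse the 4 libraries of resynthesized Bn, and tags of both diploids appeared in them above the level of a control. Of the 14633 Br-specific tags, 78.8% were found in F1, 77.0% in F2, 73.7% in F3 and 81.8% in F4, against 11.1% in Bc, which has no A genome. Of the 9805 Bo-specific tags, 39.8% were found in F1, 57.1% in F2, 52.8% in F3 and 45.1% in F4, against 12.0% in Bj, which has no C genome. Natural Bn had 83.1% and 25.0%. Tags found in neither Br nor Bo held 10.3% of the total in F1, 5.23% in F2, 5.47% in F3 and 5.78% in F4, against 4.01% in natural Bn. The parents of the resynthesized lines are not stated, and no biological explanation was tested for these values.

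Natural Bn carried a smaller share of the Bo-specific tags than of the Br-specific tags. The tables argue against differences of a single base between the Bo plants and the C genome of Bn as the whole cause. With every sequence 1 base away in Bn counted as the same tag, which also counts chance partners and sequences of Br, 50.4% of the Bo-specific tags were found in Bn (95% exact binomial interval 49.4 to 51.4%). This is an upper bound and still 32.6 percentage points below the Br-specific tags. Base differences as part of the cause cannot be told apart from chance partners. Of the 7356 Bo-specific tags missing from Bn, 4.46% had a sequence 1 base away that Bn had and the 3 diploids lacked, against 6.40% for Bj, a difference of −1.94 points, but sequences that no diploid had number 32685 in Bn and 69761 in Bj, so chance favours Bj. Whether the library is a Br sample in place of Bn cannot be decided here. Bn held 13.0 percentage points more of the Bo-specific tags than Bj, but no second Br library shows how many of them a Br sample would hold. Bj is a limited control, since the Br-specific tags summed to 66.6% of their level in Br there, against 88.2% in Bn. Higher expression of A copies than of C copies stays open. In pairs of tags 1 base apart, one found only in Br and one only in Bo, the share of the A tag in Bn minus that in an equal mix of the diploids had a median of 0.504 over pairs (775 pairs with at least 10 copies in Bn). Of all 911 pairs, 656 showed only the A tag in Bn and 24 only the C tag. In the 195 pairs with both tags found in Bn, the median share of the A tag was 0.625. The 0.504 thus comes largely from pairs whose C tag was missing, which is the pattern to be explained. A loss of C copies from the genome, longer differences between the plants of Bo and the C genome of Bn, and a mixture of Bn with Br RNA were not tested, and each could also lower the share of C tags.

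Many tags with at least 10 copies in 1 diploid were absent from another. Sampling depth is argued against as the whole cause, since in the 6 ordered pairs of diploids 22.9 to 34.7% of these tags had at least 50 copies. A base difference inside the tag may account for part of them. Over 152802 such tags, 24.1% had a partner 1 base away in the other diploid, 23.6 percentage points above the shuffled tags, with 19.8 points in the lowest pair and 34.5 in the highest. Partners that the first diploid itself lacked were present for 11.7% (Br tags absent from Bo) to 19.7% (Bg tags absent from Br) in the 6 ordered pairs. Shuffled bases do not account for partners that both diploids had, which need not mark a difference between them. For the remaining tags, differences of more than 1 base, a lost or new CATG site and a gene with no expression in the other species stay open and were not tested.

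Bj and F1 held more distinct tags than the other 8 libraries. Library size is argued against: thinned to the smallest total, Bj held 178425 and F1 192112, and the lower of them was 25.4% above Bc, the highest of the others, with 142281. Sequencing errors of abundant tags are argued against as well. Without tags 1 base away from a tag at least 100 times as abundant, Bj held 172391 and F1 193128, and the lower was 26.2% above Bc with 136591. A few tags taking most of the counts elsewhere are also argued against. Without tags of more than 1000 copies and at equal totals, Bj held 160120 and F1 180840, and the lower was 20.0% above F2 with 133471. RNA from another organism could not be tested without a reference and stays open, as does a wider range of expressed genes, so the pattern is not called biological.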

How the results depend on the processing

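The alternatives that set a tag not listed at 1 copy and that take the ratios over tags found in either library were chosen only after the data were seen.

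Over 143 results, 505 values under alternatives were computed. Of these, 382 kept their direction and their side of the threshold, or stayed within their interval or within 1.5 times the count; 123 did not, and 0 of the called tags named in the text changed direction. This tally covers the sizes of counts, the shares and the named tags, not the split of the calls into higher and lower. The numbers of called tags in the 9 comparisons changed by a factor of 0.967 to 1.06 with TMM, 1.05 to 1.17 with a minimum of 10 copies, 0.981 to 0.999 with log2 of TPM + 1, 0.853 to 0.902 with a tag not listed at 1 copy and 0.777 to 0.829 with tags 1 base apart merged. That split turned in these cases among the 9 comparisons and MPV. Between Br and Bn, TMM gives 6606 higher and 6781 lower tags in place of 7820 and 5761. For Bo against Br, 16996 and 16984 become 12084 and 22648 with TMM, 19284 and 19590 with a minimum of 10 copies, 16819 and 16931 with log2 of TPM + 1, and 9768 and 11427 with the assumed variation described next. For Br against Bg, 30172 and 30984 become 36552 and 26524 with TMM, 33882 and 32762 with 10 copies, and 25461 and 24056 with the assumed variation. For Bo against Bg, 32019 and 30952 become 27127 and 27186 with a tag not listed at 1 copy. Against MPV with 10 copies, Bn has 12186 tags above and 12547 below in place of 11452 and 10934, and Bc 18081 and 19799 in place of 19262 and 17662. Of the 259 values for named tags, 226 kept their call and 33 lost it, in 21 of the 48 cases of a tag in a comparison, 12 of these values without the assumed variation. With tags 1 base apart merged, 5 of the cases have no value and are not in this tally, since the named tag was merged into a more abundant one: CATGTAATCTCTATATTGCAT in the comparisons of Br with Bo, Bn and Bj, CATGCGAGTGAGCAGCAGCGA between Br and Bj, and CATGTAATTTCTAAAAAAAAA between Bg and Bj.

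With the exact test of edgeR at an assumed biological coefficient of variation of 0.2, the numbers of called tags fell by construction, as this test adds variation between plants that 1 library cannot show. They were 21195 for Br and Bo, 5677 for Br and Bn, 20784 for Bo and Bn, 21643 for Br and Bj and 27047 for Bo and Bc. Called in all 3 comparisons of the diploids were 2003 tags, against both diploids 2707 in Bn, 10968 in Bj and 10278 in Bc. Of the tags higher in Bn than in Br, 1471 were found in Bo. Against MPV, 12023 tags were called in Bn and 23838 in Bj. For F1 to F4 in order, the test called 12252, 7494, 9694 and 6092 tags against Br, 27262, 18221, 18611 and 20528 against Bo, and 10970, 8317, 10644 and 8074 against natural Bn. It called 9198 between F1 and F2, 5055 between F2 and F3 and 9161 between F3 and F4. The size of the assumed variation was not measured.

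Over tags found in either library, the shares within 5-fold were 72.6% for Br and Bo, 56.2% for Bg and Br, 54.1% for Bg and Bo, 87.3% for Br and Bn, 73.0% for Bo and Bn, 74.7% for Br and Bj, 66.5% for Bg and Bj, 65.7% for Bg and Bc and 69.6% for Bo and Bc. They are lower because this set adds tags that 1 library lacks.

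Thinned to the smallest total, tags with 2 to 5 copies held 3.61% of the total in Br, 2.80% in Bg, 3.03% in Bo, 3.43% in Bn and 5.06% in Bj. Tags with more than 100 copies held 76.5, 78.6, 77.1, 75.2 and 67.5% in the same order. Fewer tags drawn lower every copy number by construction.

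The share of tags found in all 3 libraries was, for the diploids and for the sets of Bn, Bj and Bc, 4.57, 25.2, 5.67 and 5.34% at 5 copies, 4.61, 26.6, 5.84 and 5.47% at 10 copies, and 8.38, 26.7, 9.46 and 9.10% with tags 1 base apart merged. The cause was not tested for the copy minimums; merging joins tags of different species by construction.

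For diploid-specific tags with at least 5 copies, the shares found were 73.5% (Br tags in Bn), 72.4% (Br in Bj), 50.2% (Bg in Bj), 49.6% (Bg in Bc) and 37.1% (Bo in Bc). With at least 50 copies they were 91.0, 91.1, 64.9, 64.3 and 47.9% in that order, and 22.4% for Bo tags in Bn. Without tags that have a sequence 1 base away in another diploid, they were 82.9% (Br in Bj), 54.4% (Bg in Bj) and 54.6% (Bg in Bc). The cause was not tested.

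The shares of absent tags with a partner 1 base away were, for tags with at least 50 copies, 24.0% (Br tags absent from Bg), 37.8% (Br from Bo), 27.3% (Bg from Br), 25.2% (Bg from Bo), 39.8% (Bo from Br) and 22.0% (Bo from Bg). When the partner needed at least 10 copies, they were 15.7, 27.6, 14.7, 15.4, 20.3 and 14.2% in that order, lower by construction. The cause of the former was not tested.

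The alternatives for results by gene and for tags matched to a reference were not run, since no reference was used here. No paired analysis was possible because each species has 1 library. Depth limits what can be called: in simulated pairs at these totals, the test recovered 40 to 53% of tags changed 2.5-fold and 70 to 82% of those changed 4-fold. The changed tags were drawn from those with a mean of at least 20 copies. Only 18.1% (Bj) to 23.2% (Bg) of the distinct tags of a library had more than 20 copies. Recovery of rarer tags was not measured.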

Differences from the paper's values

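The paper states that tags with 2 to 5 copies represented 96% of the total number of clean tags (the paper's value). In the deposited counts, their share of the total was highest in Bj, at 4.98%. The alternative set before the data were examined, thinning to the smallest total, gives 5.06% and differs from the paper's value too. Tags with more than 5 copies held 95.0 to 97.2% of the total in the 6 libraries.

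The paper states that over 90% of the distinct tags had ratios within 5-fold. Of the 9 pairs of libraries, 1 passed this share among tags found in both, Br and Bn with 93.9%, and the lowest was Bg and Br with 76.2%.

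The statements from here on were compared with tags where the paper counts genes, and calls between libraries were made at the paper's thresholds for FDR and log2 ratio. The paper states that more differences were found between allotetraploids and diploids than among diploids. By tags, the union of the comparisons among diploids was 81248, against 39037 for Bn, 64837 for Bj and 66163 for Bc with their diploids. The union of the diploids covers 3 comparisons, more than each of the others, so it is larger partly by construction. Called tags were 61156 for Bg and Br and 62971 for Bg and Bo, against at most 50287 for an amphidiploid and a diploid, Bg and Bj. The paper's counts of genes also put both pairs with Bg above every pair of an amphidiploid and a diploid. Unlike the tags, they put Bg and Br above Bg and Bo. Fewer tags were called between Br and Bo, 33980, than between Br and Bj (35455), Bg and Bj, Bg and Bc (45359) or Bo and Bc (41141), and more than between Br and Bn (13581) or Bo and Bn (32817). The paper's orders of Br and Bo below both pairs with Bg, and of Bn below Bj and Bc, hold in the unions and counts given here.

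The paper states that non-additive genes outnumbered additive ones. With a test against MPV, 9.82% of tags in Bn, 12.4% in Bj and 14.0% in Bc were called, and among tags found in all 3 libraries 14.4, 17.2 and 19.1%. Counted without a test, 100% of tags differed from MPV in each amphidiploid. The paper states no test for MPV, and a tag that is not called is not thereby additive, so the called shares do not count additive tags.

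The paper states that fewer of the non-additive genes in Bn were above MPV than below. By tags, 11452 were called above and 10934 below. The paper's order is reached with a minimum of 10 copies, with 12186 above and 12547 below, and without a test, where 41.1% were above; TMM, FDR alone and the assumed variation do not reach it. For Bc, where the paper's Table 2 also has fewer genes above MPV than below, 19262 tags were called above and 17662 below. The paper's order is reached there with a minimum of 10 copies (18081 above, 19799 below) and without a test (40.8% above), and not with TMM, FDR alone or the assumed variation. For Bj, where Table 2 has more genes above MPV, 22658 tags were called above and 14254 below, while without a test 47.5% were above. In Bj, the paper states that most of these genes were higher in Br than in Bg, and in Bc that fewer were higher in Bg than in Bo. Among called tags, 10920 were higher in Br and 13214 in Bg for Bj, and 13142 were higher in Bg and 12143 in Bo for Bc. Without a test, 41.3% were higher in Br and 33.5% in Bg for Bj, and 37.9% in Bg and 40.8% in Bo for Bc, the order that the paper states. The shares without a test follow largely from which tags were listed, so they do not test the paper's orders. Every tag absent from the amphidiploid counts there as below MPV. Br lists 133499 distinct tags, Bo 116771 and Bg 106552, and for Bj and Bc the shares higher in each diploid have that order. For Bn they do not, with 41.9% of tags higher in Br and 42.9% in Bo.

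The paper states that more genes were up-regulated than down-regulated in Bn compared with Br. By tags this held at the total of clean tags, with 7820 higher and 5761 lower, and not with TMM scaling, with 6606 and 6781. For Br against Bg, the paper states more up-regulated than down-regulated genes, while 30172 tags were higher in Br and 30984 lower; the paper's order is reached with TMM scaling (36552 higher and 26524 lower), a minimum of 10 copies (33882 and 32762) and the assumed variation of 0.2 (25461 and 24056). For Bo against Br, where the paper also states more up-regulated genes, 16996 tags were higher and 16984 lower, and the order turns with TMM (12084 and 22648), a minimum of 10 copies (19284 and 19590), log2 of TPM + 1 (16819 and 16931) and the assumed variation (9768 and 11427).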

Other observations

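The check of the paper's table was added after that table had been seen.

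Among the generations of resynthesized Bn, 22096 tags were called between F1 and F2, 15522 between F2 and F3 and 20646 between F3 and F4. Against Br, 25716 tags were called for F1, 15874 for F2, 19269 for F3 and 13669 for F4. Against Bo, the numbers were 43085, 30971, 31403 and 33695, and against natural Bn 25087, 18000, 21659 and 17436. With an assumed variation of 0.2, the numbers of these 15 comparisons fall to 0.326 to 0.633 of the values given. F1 held 199428 distinct tags, F2 134403, F3 134721 and F4 134857.

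In the 911 pairs of tags 1 base apart, one found only in Br and one only in Bo, the share of the A tag minus that in an equal mix was taken for each pair. Its median over pairs was 0.326 in F1, 0.188 in F2, 0.229 in F3 and 0.283 in F4. For 2862 pairs of Br and Bg tags, the median of this difference for the A tag in Bj was 0.142, and for 3220 pairs of Bg and Bo tags, that for the B tag in Bc was −0.0569. Each median covers the pairs with at least 10 copies in the library.

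The copy of Additional file 8 at hand holds 570 genes for each of 4 comparisons, all of them higher in the second library. The P-value printed there was more than 5% above the tail of Audic and Claverie computed from the same counts for 254 genes of Br and Bo, 3 of Bg and Br, 2 of Bg and Bo and 394 of Br and Bn. Genes with 0 tags in a library numbered 313, 567, 568 and 154 in the same order. Of these, 1 gene of Br and Bo deviated and 0 of the others did. Few genes of the pairs with Bg thus had tags in both libraries, so their low counts do not show agreement. The TPM in place of 0 in that table is 0.01.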
